# Chemoprevention of elite tea variety CFT‐1 rich in EGCG against chemically induced liver cancer in rats

**DOI:** 10.1002/fsn3.1121

**Published:** 2019-07-04

**Authors:** Sufeng Liao, Jinke Lin, Jianghong Liu, Tuansheng Chen, Ming Xu, Jingui Zheng

**Keywords:** *Camellia sinensis* (L.) O. Kuntze cv. CFT‐1, chemoprevention, EGCG‐rich tea variety, liver cancer, *N*‐nitrosodiethylamine

## Abstract

*Camellia sinensis* (L.) O. Kuntze cv. CFT‐1 is an elite tea variety bred by sexual hybridization with a high content of epigallocatechin‐3‐gallate (EGCG) as 134.2 mg/g (which is 2.54‐fold that of the common variety). This study was to evaluate the chemopreventive effects of CFT‐1 green tea infusion (CFT‐1) against *N*‐nitrosodiethylamine (NDEA)‐induced hepatocarcinogenesis in rats and its mechanisms. The results showed that CFT‐1 had a superior inhibitory effect in NDEA‐initiated hepatocarcinogenesis compared to that of common tea. CFT‐1 significantly reduced the hepatic nodules incidence, size, and number and prevented the hepatic adenoma or hepatocellular carcinoma (HCC) formation. In particular, CFT‐1‐treated animals had the least incidence of HCC (8.33%) followed by common tea treatment (40.00%) and model control rats (87.50%). CFT‐1 treatment significantly ameliorated abnormal liver function enzymes, reduced serum AFP, CEA, TSGF, and TNF‐α levels, inhibited the dickkopf‐related protein‐1 expression, enhanced antioxidant capacity, suppressed the production of livers 8‐hydroxy‐2′‐deoxyguanosine, and regulated hepatic phase I and II xenobiotic‐metabolizing enzymes. Transcriptomic analysis of liver tissue suggested that compared to common tea, administration of CFT‐1 regulated larger gene sets, which were located in several important pathways of antioxidants, inflammatory network, xenobiotic‐metabolizing enzymes, apoptosis, cell proliferation, and metabolism associated with liver tumorigenesis. We identified some genes as potential molecular targets involved in the prevention of CFT‐1 and found that CFT‐1 inhibited inflammation response, proliferation, and accelerated apoptosis by inhibiting NF‐κB and PI3K/Akt pathway. Thus, EGCG‐rich CFT‐1 green tea might be a potential choice for liver cancer prevention/treatment in the future.

## 1 INTRODUCTION

Primary liver cancer is one of the most frequent malignant tumors, representing the fifth most common malignancy worldwide and the second leading cause of cancer deaths, with a 5‐year survival rate of 17% (Fujise et al., 2016; Llovet et al., 2012). China has more than 55% liver cancer cases globally. Recent studies have shown that the side effects of chemical drugs for HCC treatment is still not be neglected (Shen et al., 2010). Hence, better chemopreventive agents for HCC with fewer side effects are desired.

Tea made from the fresh leaf of *Camellia sinensis*. The anticancer effects of green tea and its products are supported by a large amount of evidence for cell culture and animal models research (Fujikia & Suganuma, 2012; Kou, Kirberger, Yang, & Chen, 2013). Furthermore, epidemiological studies indicated that dietary intake of tea may prevent and reduce the risk of different types of malignancies, including liver cancer (Rady, Mohamed, Rady, Siddiqui, & Mukhtar, 2018). These beneficial effects of green tea are primarily attributed to the presence of a type of polyphenols known as catechins and its monomer, including epigallocatechin‐3‐gallate (EGCG), epigallocatechin (EGC), epicatechin gallate (ECG), epicatechin (EC), and catechin. Hence, the chemical composition and content of phytochemicals in tea are crucial to its biological activity.

As the predominant component (25%–55% catechins content) of tea (Du et al., 2012; Lin, Zheng, Chen, & Chen, 2005), the concentration of EGCG in tea or tea products on the market was generally no more than 50.0 mg/g (Zheng, Huang, Huang, & Chen, 2007). Thus, we screened and bred some elite tea varieties, with high contents of EGCG (>100 mg/g) from 3,357 tea plant germplasm resources, such as *C. sinensis* (L.) O. Kuntze “1005,” “E‐101,” “033,” “505,” “509,” “524,” and “09‐5” in our previous work (Lin et al., 2005; Zheng et al., 2012). From these progenies of EGCG‐rich tea varieties, we had bred a new tea variety by sexual hybridization, *Camellia sinensis* (L.) O. Kuntze cv. CFT‐1, which was rich in EGCG (134.2 mg/g, 2.54‐fold that of the common variety *Fuyun6* green tea), as well as rich in total catechins, ECG, EGC, and catechin (Liao, Liu, Yang, & Zheng, 2017). Our previous study have found that the CFT‐1 green tea extract has better hypolipidemic and hepatoprotective effects compared to the common tea (Liao et al., 2017), as well as more effective anticancer effect in HepG2 cell, SK‐OV‐3 cell, Hela cell, A549 cell, U‐87MG cell, BT‐474 cell, PC‐3 cell, HL‐60 cell, SMMC‐7721 cell, HCT‐116 cell, A431 cell, K562 cell, PANC‐1 cell, and BGC‐823 cell than EGCG alone or common tea (Zheng et al., 2016). However, whether the CFT‐1 has more efficiency on cancer prevention than that of common tea remains unknown.

Some mechanisms for modulating cancer signaling and metabolic pathways with EGCG have been proposed based on numerous studies in cells, such as TNF, PI3K/Akt/mTOR, p53, p38 MAPK, and NF‐κB pathways (Chan, Lee, Wang, Yeh, & Liang, 2018; Elguindy, Yacout, El Azab, & Maghraby, 2016; Li et al., 2016; Rady et al., 2018; Wang, Wang, Wan, Yang, & Zhang, 2015). Our previous studies also found that EGCG, as well as EC, ECG, and EGC, may bind to some cancer‐related proteins in TPK‐RAS‐MAPK and NF‐κB signaling pathways when used molecular docking of these bioactive substances (Zheng, Chen, & Lu, 2011). Nevertheless, it remains unclear whether these mechanisms contributed to the cancer preventive effects in vivo.

Therefore, in this study, we evaluated the chemopreventive properties of EGCG‐rich tea CFT‐1 on *N*‐nitrosodiethylamine (NDEA)‐induced HCC and its underlying mechanisms.

## 2 MATERIALS AND METHODS

### 2.1 Chemicals

*N*‐nitrosodiethylamine, EGCG, EGC, ECG, EC, C, gallocatechin (GC), catechin gallate (CG), gallocatechin gallate (GCG), and caffeine (at least 98% purity) were purchased from Sigma‐Aldrich. The immunohistochemical SP‐HRP kit, ECL plus Western blot kit purchased from Dingguo Biological Technology. All other chemicals were purchased from local commercial sources in China.

### 2.2 Preparation of EGCG‐rich green tea

Tea plants of *Camellia sinensis* (L.) O. Kuntze cv. CFT‐1 was cultivated by our institution in 2012 at Fujian, Fujian Province. The common tea *Camellia sinensis* (L.) O. Kuntze cv. *Fuyun6* (an elite tea variety approved by National Crop Variety Approval Committee in China in 1987, No.: GS13033‐1987) was introduced from the original planting area and currently preserved as a tea germplasms resource in our institute. To do animal experiments, “one and two bud” young shoots were harvested from tea plants in June 2015. Samples were fixed with hot air at 105°C for 6 min and dried at 90°C until water content is lower than 5%, then made into green tea and stored at −20°C.

### 2.3 Preparation of tea infusion and composition analysis

CFT‐1 green tea infusion (CFT‐1) and *Fuyun6* green tea infusion (FYT) were prepared as follows: briefly, 30 g tea powders were extracted with 1 L distilled water (80°C) for 6 min, then ultrasonic extraction for 15 min with power of 200 W. Subsequently, the extraction was filtered by four layers of gauze and constant volume to 1 L of water. The resultant tea infusion (3:100, w/v) was collected and stored at −20°C.

Qualitation of total catechins, catechin monomers, and caffeine in tea infusions was performed by a LC–MS/MS (Thermo Fisher Scientific) with a MRM mode. The LC–MS analysis was carried out using a LC–MS system comprising of a LC (2010, Finnigan) and LCQ Fleet Ion Trap LC/MS (LCQ Fleet, Thermo Fisher Scientific). In the negative ion detection mode, using a peristaltic pump direct injection analysis ESI source mass spectrometry, the peristaltic pump flow rate: 5 µl/min, capillary temperature: 300°C, sheath gas (N_2_):15 arb, spray voltage: −4.47 kV, Ion detection voltage: 1.5 kV, Gauge pressure: 0.83 × 10^−5^ Torr, time: 100 ms, collision gas: He, width: 3 u, select the parent ion collection range: 100–400 m/z.

The chromatographic separation and quantification of the test phytochemicals in tea infusion was achieved using a ZORBAX Eclipse XDB‐Phenyl (4.6 mm × 250 mm, 5 μm) analytical column (Agilent Technologies, Santa Clara, CA, USA) on a Finnigan HPLC system (Thermo Fisher Scientific, Waltham, MA, USA) equipped with an auto‐sampler unit. The column temperature was 35°C. The mobile phase was delivered at a flow rate of 1 ml/min, consisting of 2% formic acid–water and 80% acetonitrile. The injection volume was 10 μl. The contents of total catechins, catechin monomers, and caffeine in samples were calculated with a standard calibration curve obtained from each authentic standard. Total polyphenol content was quantified using the Folin–Ciocalteu method (Chen et al., 2012). Tea polysaccharides were quantified using an anthrone‐sulfuric acid method (Cheng, Chen, Yang, Wang, & Wei, 2018). Theanine was measured according to Song's methods (2015).

### 2.4 Animals and experimental design

The study was conducted in strict accordance with the Chinese national guidelines for the care of laboratory animals and was approved by the Animal Ethics Committee of the Institute of Laboratory Animal Sciences at the Chinese Academy of Medical Sciences. Male Wistar rats (*N* = 48, 140–160 g) were obtained from Beijing WeiTong Lihua Experimental Animal Technology Co., Ltd. (animal production license No.: SCXK 2012‐0001, animal certificate number: 11400700135387). Rats were housed (4 per 43 × 27 × 15 cm cage) in a specific pathogen‐free animal room and maintained under standard experimental conditions, temperature 22 ± 1°C, and relative humidity 50 ± 10% with a 12 hr light/dark cycle. After 1 week quarantine, the rats were randomized into four groups (*N* = 12/group): normal control group (control group, i.p. of 0.9% saline solution twice a week from 2–9 weeks and drink water), model controls group (NDEA group, i.p. of 25 mg/kg NDEA twice a week from 2–9 weeks and drink water), CFT‐1‐treated group (NDEA + CFT‐1 group, i.p. of 25 mg/kg NDEA twice a week from 2–9 weeks and drink CFT‐1 for 20 weeks), FYT‐treated group (NDEA + FYT group, i.p. of 25 mg/kg NDEA twice a week from 2–9 weeks and drink FYT for 20 weeks). The feed, water, tea infusion intake, and body weights were measured weekly. After 20 weeks of the experiment, rats were anesthetized with i.p. pentobarbital sodium (35 mg/kg) and blood samples were collected for hematological and plasma biochemical analyses. After blood samples collection, rats were immediately sacrificed. Then, organs were excised, washed with ice‐cold saline, and weighed. The hepatic neoplasm‐related indicators were measured as described earlier (Chen, Myracle, Wallig, & Jeffery, 2016). Three liver samples from each group were collected and stored at −80°C for RNA sequencing.

### 2.5 Hematological and biochemical analysis

BC‐2800Vet Automatic Hematology Analyzer (Mindray Bio‐Medical Electronics Co., Ltd) was used to detect leukocytes, granulocytes, erythrocytes (RBC), and platelets. Plasma was immediately separated by centrifugation, and biochemical data for serum alanine transferase enzyme (ALT), gamma‐glutamyl transpeptidase (GGT), total bilirubin (TBil), lactate dehydrogenase (LDH), alkaline phosphatase (ALP), and aspartate aminotransferase (AST) were quantified using commercial detection kits (Nanjing Jiancheng Bioengineering Institute) according to the manufacturer's instructions by GENios (TECAN, Infinite M200 PRO). The serum total bile acide (TBA), alpha‐fetoprotein (AFP), carcino embryonie antigen (CEA), tumor specific growth factor (TSGF), and tumor necrosis factor α (TNF‐α) were measured using ELISA assay kits purchased from Cusabio Biotech Co., Ltd.

### 2.6 Histopathological analysis and hepatic ultrastructure analysis by electron microscopy

Hepatic tissues from each group were collected rapidly and were immediately fixed in 10% buffered formalin for 48 hr, followed by 70% ethanol and embedded in paraffin. Sections were stained with hematoxylin and eosin (H&E) according to Wang's methods (2016) and examined under a light microscope (Nikon E200, Nikon Corp.).

Hepatic samples were cut into cubes (3 mm × 3 mm × 3 mm) and fixed in 0.25 mol/L glutaraldehyde buffer at pH 6.5. The fixed samples were cut into 1–3 mm^3^ and were washed with 0.1 mol/L sodium carbonate buffer (pH 5.6) for three times and then postfixed in 0.1 mol/L osmium tetroxide for 2 hr at 4°C. Then, samples were washed in sodium cacodylate buffer (pH 7.4), dehydrated through a graded series of acetone, and were embedded in epoxy resin (EPON 812). The ultrathin sections (90 nm) were cut from the resin blocks with an ultramicrotome (MT‐500, DuPont), stained with 2% uranyl acetate followed by Sato's lead staining solution. Stained sections were then viewed using JEOL 1400 TEM (JEOL).

### 2.7 Antioxidant biomarkers and phase I, phase II enzymes analysis

Livers were homogenized by a Teflon pestle connected to a Braun homogenizer motor in the 50 mmol/L phosphate buffer (pH 7.0) of 0.1 mmol/L EDTA at 4°C, followed by centrifuged for 10 min at 4,000 *g*. The centrifugal supernatant was the 10% (w/v) tissue homogenate. The thiobarbituric acid‐reactive substances (TBARS) and 8‐hydroxy‐2′‐deoxyguanosine (8‐OH‐dG) concentrations of livers were measured with TBARS and 8‐OH‐dG ELISA Kit (Lifespan Biosciences, Inc.). Malondialdehyde (MDA) content in livers and activity of superoxide dismutase (SOD), catalase, and glutathione peroxidase (GSH‐Px) in serum and livers were quantified with assay kits (Nanjing Jiancheng Bioengineering Institute).

Microsomal fractions were prepared from livers as Zheng's methods (2018). The contents of cytochrome b5 (Cyt b5) and cytochrome P450 (Cyt P450) were measured as previously described (Zheng et al., 2018). The hepatic GST and UDP‐glucuronosyltransferase (UGT) concentrations were measured using ELISA kits (Jiang Lai Biotechnology Co., Ltd).

### 2.8 Immunohistochemistry analysis and TUNEL assays

Paraffin‐embedded tissue was sectioned (4 μm) and processed as described earlier (Kheradmand, Dezfoulian, & Alirezaei, 2012). The sections were incubated with the primary antibodies of dickkopf‐related protein‐1 (Dkk1) (ab93017, 1:1,000, Abcam Shanghai Trading Co., Ltd), CYP1E2 (1:400, Cell Signaling), 8‐OH‐dG (1:800, Becton, Dickinson and Company, Inc.), ptgs2 (1:1,000, Santa Cruz Biotechnology), NF‐κB (1:4,000, Cell Signaling Technology, Inc.), TNF‐α (1:1,000, Cell Signaling Technology, Inc.), and Bcl‐2 (1:500, Santa Cruz Biotechnology), PCNA (1:1,600, Cell Signaling Technology, Inc.) with 3% BSA‐PBS overnight at 4°C in a humidified chamber. Immunohistochemistry and image analysis were performed according to Arivazhagan and Sorimuthu's methods (2015), and a ratio of positive to negative cells was quantified. TUNEL‐positive cells were counted and normalized to liver cell number.

### 2.9 Western blotting analysis

Proteins from hepatic tissues were extracted using a protein extraction kit (CWBIO) and quantified using a BCA Protein assay kit (CWBIO) and subjected to Western blotting as follows: proteins after heat treatment were electrophoresed on 12% polyacrylamide gels electrophoresis and transferred onto polyvinylidene fluoride membrane (Millipore Corporation). Blots were blocked with 5% nonfat milk in buffer‐containing TBST (10 mM Tris, pH 7.4, 150 mM NaCl, and 0.1% Tween‐20) at RT for 1 hr and then incubated overnight at 4°C with specific antibodies, including p‐IKK‐α, p‐IκB‐α, NF‐κB, PCNA, TNF‐α, ptgs2, nod2, p‐PI3K, PI3K (P85), p‐Akt (S473), Akt, Bax, p53, Bcl‐2, caspase 3, and β‐actin in TBST with 5% nonfat milk. After washing with TBST three times, membranes were incubated with appropriate secondary antibodies (1:5,000) for 1.5 hr at RT; after extensive washing with TBST, the membranes were processed for chemiluminescence detection using ChemiDocXRS (Bio‐Rad Company) and an ECL Western blotting substrate kit.

### 2.10 RNA extraction

Total RNA was extracted from livers using the method of Zheng et al. (2018). RNA concentration was measured using Qubit^®^ RNA Assay Kit in Qubit^®^ 2.0 Flurometer (Life Technologies). RNA purity was checked using the NanoPhotometer^®^ spectrophotometer (NanoDrop 2000, Thermo Fisher Scientific). RNA degradation and contamination was monitored using 1% agarose gel electrophoresis. RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Agilent 2100 Bioanalyzer (Agilent Technologies). A total amount of 3 μg RNA per sample was used as input material for the RNA sample preparations to construct RNA‐seq libraries. Three biological replicates were prepared in each sample.

### 2.11 cDNA library preparation for transcriptome sequencing

The clustering and sequencing of RNA samples were performed by the Novogene Experimental Department of Novogene Ltd. After cluster generation, the sequencing libraries were sequenced using NEBNext^®^ Ultra™ RNA Library Prep Kit on Illumina Hiseq X‐ten platform (Illumina, Inc.), and 150‐bp paired‐end reads were generated. According to a report published by Bolger, Lohse, and Usadel (2014), illumine paired‐end reads from each sample were first processed to remove adaptor and low‐quality reads with Trimmomatic. High‐quality reads were then mapped to reference genome with Hisat2 (Pertea, Kim, Pertea, Leek, & Salzberg, 2016). Mapped reads were filtered to remove PCR duplicates, uniquely mapped reads were used to count the reads in reference genome, and expression of genes was normalized to Fragments Per Kilobase of transcript per Million fragments mapped (FPKM) (Anders, Pyl, & Huber, 2015). Raw data are publicly available through GEO accession number GSE126796. Differential expression analysis was identified using the DEGSeq R package (Wang, Feng, Wang, Wang, & Zhang, 2009) between control group and each treated group by a strict algorithm modified from a Poisson distribution method. The differentially expressed genes (DEGs) were determined according to ranking by fold change of expression values in reads per million after filtering genes with *p*‐values. The resulting *p*‐values were adjusted using the Benjamini and Hochberg's method for controlling the false discovery rate. Genes with a corrected *p*‐value <0.05 were assigned as statistically significant.

### 2.12 GO and KEGG enrichment analysis of DEGs

Differentially expressed genes were then subjected to the “Core analysis” function by Ingenuity Pathway Analysis (IPA) software (IPA 4.0, Ingenuity Systems, www.Ingenuity.com). GO enrichment analysis of DEGs was implemented by TopGO package (Alexa & Rahnenfuhrer, 2010). GO terms with *p*‐value <0.05 were identified as significant. DEGs were also evaluated in KEGG database for enrichment with KOBAS software (Xie et al., 2011). All pathways with *p*‐value <0.05 were presented in Appendix S2.

### 2.13 qRT‐PCR

Total RNA was prepared according to chapter 2.10. cDNA was synthesized from 500 ng of RNA using HiScript Q RT Super Mix (TaKaRa). cDNA was subjected to real‐time qPCR amplification with AceQTM qPCR SYBR Green Master Mix (TaKaRa) using an ABI 7500 Sequence Detection System (Applied Biosystems Co., Ltd.). Each sample was analyzed in triplicate in three independent experiments. Sequences of the primers are listed in Table S1 of Appendix S1. The mRNA expression was defined from the threshold cycle, and relative expression was calculated using the 2^−ΔΔCT^ method after normalization to the internal reference GAPDH expression (Sur et al., 2016).

### 2.14 Statistical analysis

All data were expressed as mean ± *SD*. Statistical significance was assessed with ANOVA, Student's *t *test, χ^2^ test, chi‐squared test, Fisher's exact, or Wilcoxon test (SPSS 19.0 software). *p* < 0.05 was considered as statistically significant.

## 3 RESULTS

### 3.1 Phytochemical analysis

The typical HPLC chromatograms of CFT‐1 and FYT green tea infusion (3:100, w/v) are exhibited in Figure 1, while characterization of chemical constituents of CFT‐1 green tea infusion by MS is shown in Table S2 of Appendix S1. The contents of eight catechin monomers, caffeine, total catechin, and polyphenols in CFT‐1 green tea infusion were significantly higher than that of common green tea FYT (Table 1), and these distinct differences are consistent with our previous study (Liao et al., 2017).

**Figure 1:**
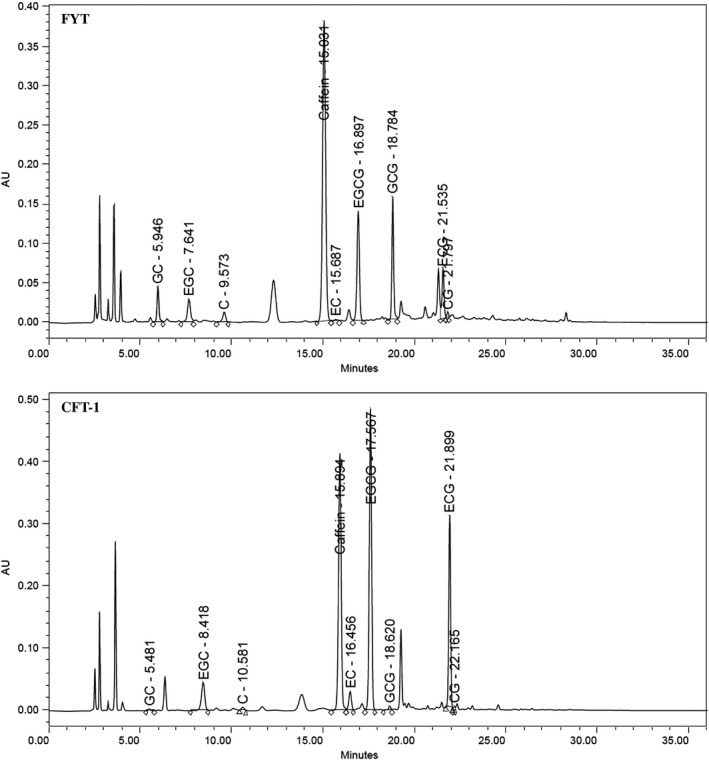
The HPLC chromatograms of CFT‐1 and Fuyun6 green tea infusion. Night major peaks were detected. C, catechin; EC, epicatechin; ECG, (−)‐epicatechin‐3‐gallate; EGC, (−)‐epigallocatechin; EGCG, (−)‐epigallocatechin‐3‐gallate; GCG, (−)‐gallocatechin‐3‐gallate

**Table 1:** Main chemical component contents of CFT‐1 and Fuyun6 green tea infusion (mg/ml)

Components (mg/g)	CFT‐1	FYT	Components (mg/g)	CFT‐1	FYT
C	0.27 ± 0.01	0.09 ± 0.01	GC	0.70 ± 0.03	0.35 ± 0.01
EGCG	8.38 ± 0.27	1.10 ± 0.01	Caffeine	2.19 ± 0.02	1.05 ± 0.00
GCG	0.38 ± 0.01	0.03 ± 0.01	Total catechins	17.22 ± 0.35	3.19 ± 0.04
EGC	2.82 ± 0.10	1.27 ± 0.06	Polyphenol	21.57 ± 1.23	6.80 ± 0.95
EC	1.44 ± 0.03	0.32 ± 0.05	Theanine	1.39 ± 0.15	1.46 ± 0.05
ECG	4.31 ± 0.03	0.41 ± 0.01	Polysaccharides	0.12 ± 0.04	0.13 ± 0.02
CG	0.29 ± 0.00	0.04 ± 0.01	Water extract	30.56 ± 1.30	18.47 ± 0.94

Note

Data are averages of triplicate analyses as mean ± *SD* (*n* = 3). Total catechins represent the sum of epigallocatechin (EGC), catechin (C), (−)‐epicatechin (EC), (−)‐epigallocatechin‐3‐gallate (EGCG), (−)‐gallocatechin‐3‐gallate (GCG) and (−)‐epicatechin‐3‐gallate (ECG).

### 3.2 General health condition was not changed by long‐term CFT‐1 consumption

DENA administration significantly (*p* < 0.05) decreased water intake, fodder intake, body weight, and increased the liver/body weight ratios in the NDEA group in comparison to control group (Figure 2a). The rats receiving CFT‐1 for 20 weeks did not show significant differences in the fodder and tea consumption with respect to the control group (Figure 2a). Compared with NDEA group, NDEA‐treated group showed markedly (*p* < 0.05) reduction in liver/body weight ratios, while FYT treatment group showed insignificant (*p* > 0.05) change in tea and fodder intake as compared to NDEA group (Figure 2a).

**Figure 2:**
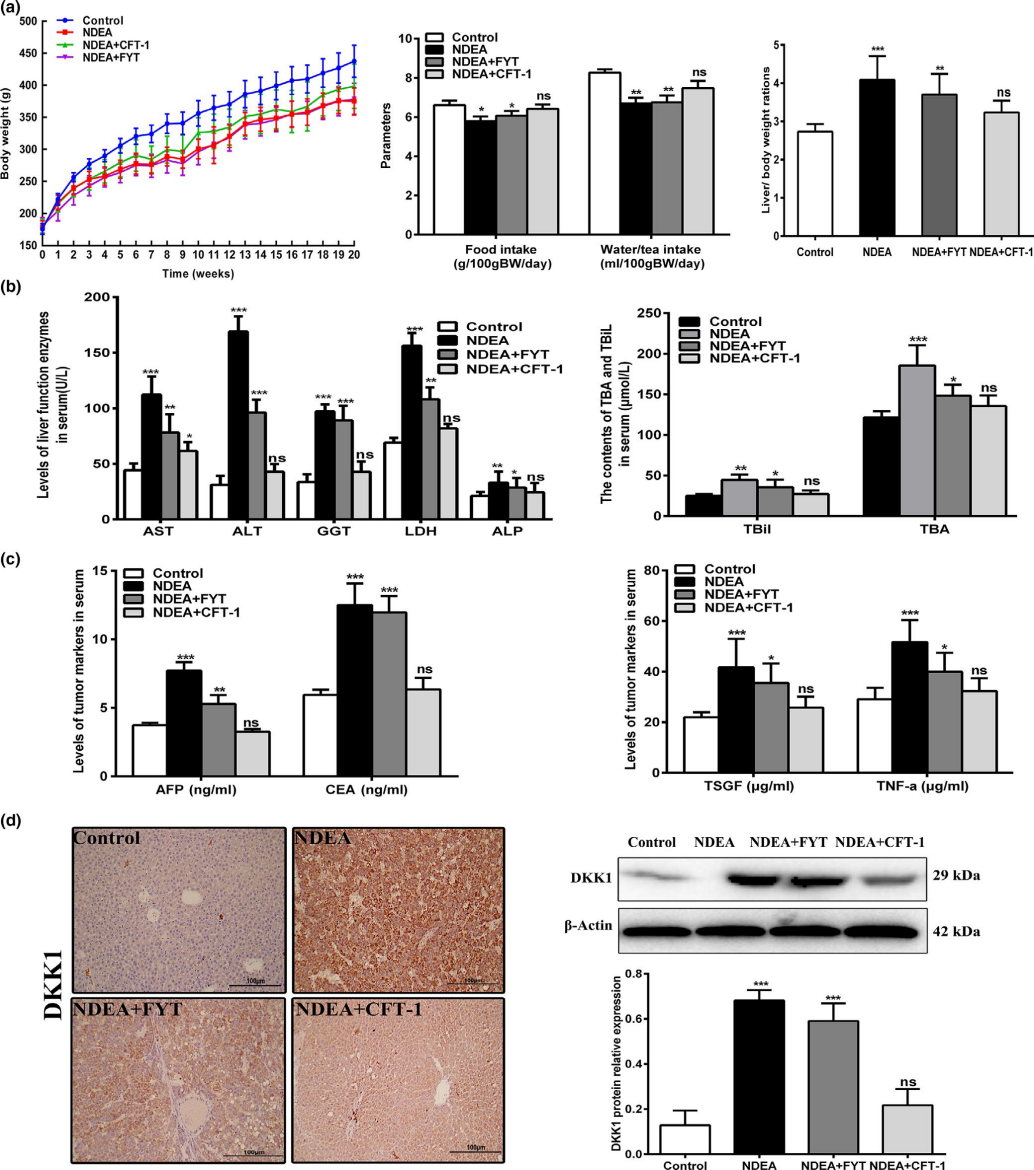
Effects of CFT‐1 and FYT green tea infusion on body weight, fodder intake, water or tea intake, liver/body weight ratios, liver marker enzymes, and serum tumor markers of NDEA‐induced hepatocarcinogenesis rats. (a) The weekly body weights, fodder intake, water or tea intake of each group rats during the experiment and the liver/body weight ratios at 20th week. (b) The liver marker enzymes in serum of control and experimental rats. (c) The levels of serum tumor markers AFP, CEA, TSGF, and TNF‐α in each group rats. (d) The nuclear localization (magnification, ×200) and expression of DKK1 protein in livers of control and experimental rats. Data were expressed as means ± *SD*. *p < 0.05, **p < 0.01, and ***p < 0.001 versus Control. Ns, not significant (*p* < 0.05) versus Control. AFP, alpha fetal protein, ALP, alkaline phosphatase; ALT, alanine aminotransferase; AST, aspartate aminotransferase; CEA, carcino embryonie antigen; DKK1, dickkopf‐related protein‐1; GGT, gamma‐glutamyl transpeptidase; LDH, lactate dehydrogenase; TNF‐α, tumor necrosis factor; TSGF, tumor specific growth factor. Control: normal control group, NDEA: NDEA‐treated group, NDEA + CFT‐1: CFT‐1 green tea infusion plus NDEA‐treated group. NDEA + FYT: FYT green tea infusion plus NDEA‐treated group

The effects of experimental treatments on blood hematology were summarized in Table S3 of Appendix S1. Hematocrit, leukocyte count, mean corpuscular volume (MCV), platelets, and mean corpuscular hemoglobin (MCH) of NDEA group were significantly higher (*p* < 0.05) than that of control group (Table S3 in Appendix S1). CFT‐1 treatment significantly (*p* < 0.05) reduced WBCs, hematocrit, platelets, MCH, and MCHC but not hemoglobin compared to NDEA group rats and no other organ abnormalities were noted (Table S4 in Appendix S1), suggesting 3% CFT‐1 green tea infusion was nontoxic for rats.

### 3.3 CFT‐1 interventions ameliorated liver damage and decreased tumor markers

Single intraperitoneal administration of NDEA significantly (*p < *0.05) elevated liver function enzymes ALT, AST, GGT, LDH, ALP, TBA, TBil, and levels of tumor markers CEA, AFP, TSGF, TNF‐α in serum compared to normal control rats (Figure 2b,c), suggesting the presence of metabolic disorders in NDEA group animals. CFT‐1 significantly (*p < *0.05) decreased these liver function enzymes and tumor markers, except for AST, indicating a protective effect (Figure 2b). Although all rats exhibited decreased serum liver function enzymes by 20th week, FYT treatment still failed to attenuate the increased GGT and ALT activities depicted by insignificant (*p > *0.05) change compared to NDEA group rats (Figure 2b).

The combined detection of serum AFP and secreted protein DKK1 could be used as an important way to improve the sensitivity and accuracy of clinical diagnosis of primary hepatic carcinoma (Mao et al., 2017; Shen et al., 2015). To determine whether the protein levels of DKK1 changed after treatment with CFT‐1 and NDEA, we examined DKK1 protein expression and its localization in livers by Western blot analysis and immunohistochemical analysis. As shown in Figure 2d, immunostaining to quantify and localize nuclear DKK1 revealed overexpression of DKK1 in liver sections of NDEA group rats, and the protein level of DKK1 was also elevated in NDEA group. However, DKK1 protein expression was significantly attenuated in liver tissues of NDEA + CFT‐1 rats. These results show that the CFT‐1 exhibited inhibiting the production of serum tumor markers DKK1 in NDEA‐induced liver cancer rats.

### 3.4 CFT‐1 exerted a powerful prevention of liver tumorigenesis

Differences with respect to tumors in each treatment group are presented in Table 2 and Figure 3. The control group livers appeared normal in size with smooth surface, whereas severe enlargement of liver with multiple gray‐white nodules was observed in NDEA group (Figure 3a). As shown in Table 2, CFT‐1 significantly reduced the hepatic nodules incidence, size, and number. For example, the max nodule diameter of NDEA group was 28.64 ± 14.31 mm in size, but the nodule size in the NDEA + CFT‐1 group was least as compared to NDEA group (Table 2), suggesting that CFT‐1 could inhibit the development of hepatic neoplastic nodules.

**Table 2:** Effects of CFT‐1 and FYT on hepatic neoplasm‐related lesions induced by NDEA in rats

Hepatic neoplasm‐related lesions	Control (*n* = 12)	NDEA (*n* = 8)	NDEA + FYT (*n* = 10)	NDEA + CFT‐1 (*n* = 12)
Macroscopic lesions				
Nodule incidence^a^ (%)	0/12 (0)	8/8 (100.0)**	9/10 (90.00)	4/12 (33.33)^†^
Max nodule diameter (mm)^b^	—	28.64 ± 14.31**	14.38 ± 5.02^‡^	1.23 ± 1.14^‡^
Average nodule number^a^ (*n*)	ND	66.20 ± 25.65**	26.83 ± 19.52^†^	7.70 ± 6.24^‡^
Microscopic lesions				
HA incidence (%)	0/12 (0)	8/8 (100.0)**	5/10 (50.0)^†^	2/12 (16.67)^‡^
HCC incidence (%)	0/12 (0)	7/8 (87.50)**	4/10 (40.00)^†^	1/12 (8.33)^‡^
Total tumor incidence (%)	0/12 (0)	8 /8 (100.0)**	9/10 (90.0)	3/12 (25.00)^†^

Note

Data are means ± SDs or *n* (%).

Abbreviations: HA, hepatic adenoma; HCC, hepatocellular carcinoma; ND, not detectable.

a Visible nodules (diameter ≥1 mm).

b Max nodule diameter, mean maximum nodule diameter.

Comparisons: compared with control group,

** *p* < 0.01; compared with NDEA group,

^†^ *p* < 0.05;

^‡^ *p* < 0.01 (Fisher's exact test).

**Figure 3:**
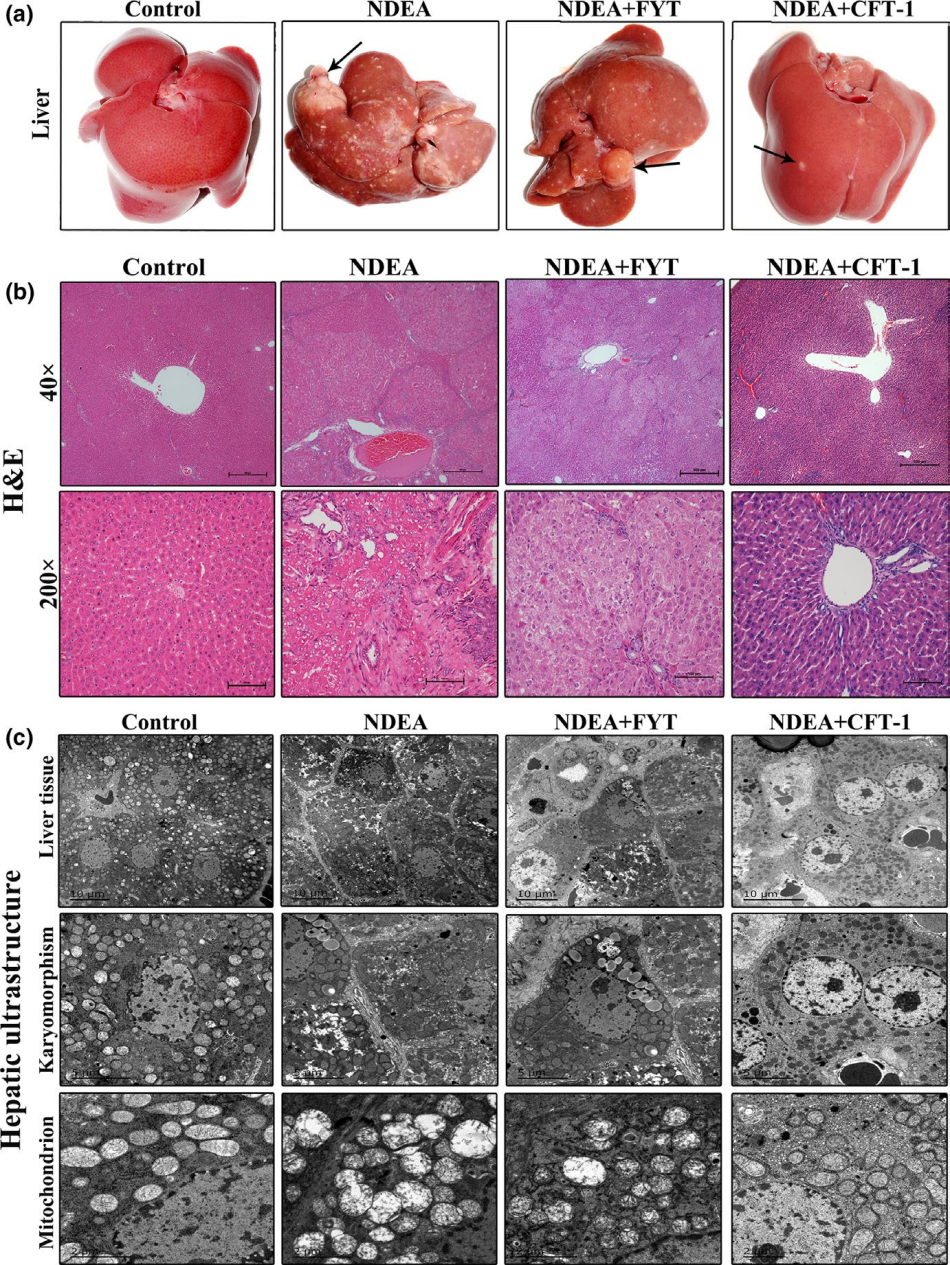
Liver tissue, H&E staining, and hepatocyte ultrastructure of livers in different groups. (a) Representative macroscopic features of the liver tissue in different groups at 20th week. The arrows indicate hepatic nodules. (b) Representative H&E staining images from each group are shown as 40× and 200× magnifications. (c) Hepatocyte ultrastructure features representative transmission electron microscope photomicrographs (Scale bar = 10 μm) and higher magnification images representative hepatocyte karyomorphism (Scale bars = 5 μm) and mitochondria (Scale bars = 2 μm)

Histopathology for normal control rats appeared normal, and NDEA‐treated rats had signs of HCC such as hyperplasia and extensive centrilobular hemorrhagic necrosis, fibrosis, irregular and/or false nuclei, dual‐core cells, apoptosis, mitotic bodies, hepatocyte ballooning, lobular inflammation, and infiltration of macrophages in NDEA group (Figure 3b). CFT‐1 treatment improved hepatic preneoplastic lesions, but aqueous extracts of FYT treatment only marginally modified liver histopathological features (Figure 3b). At the end of the experiment, CFT‐1‐treated animals had the least incidence of HCC (8.33%) followed by FYT (40.00%) and model control rats (87.50%).

The ultrastructure of hepatic cell was examined by transmission electron microscopy. Ultrastructural observation revealed the significant subcellular damage observed in the liver of NDEA group rats (Figure 3c). Specifically, hepatocytes were atypical and cancerous cells were irregular with false or large nuclei dual‐cores, nuclear pyknosis, and hepatic nucleoli volumes were increased, and some hepatic mitochondria proliferated and swelled, dissolved completely, or were altered to vacuolar structures. This was followed by an increase in the amounts of autophagosomes (Figure 3c). FYT treatment caused changes similar to those seen in NDEA group rats, whereas hepatic lesion was ameliorated by CFT‐1 treatment. There were little swelling and degeneration mitochondria in liver tissues of CFT‐1 treatment rats, and the average mitochondrial length (a typical indicator of mitochondrial fission) of CFT‐1 treatment rats was longer than that of NDEA group rats(Figure 3c).

Taken together, these results suggested that CFT‐1 may prevent the early stage of liver cancer and inhibit the development of existing liver cancer in rats.

### 3.5 CFT‐1 enhanced the antioxidant capacity and reduced NDEA‐induced oxidative stress

Fabian et al. (2016) reported that SOD, GSH‐Px, and catalase play important roles in preventing oxidative damage. We measured the SOD, GSH‐Px and catalase activity, and MDA content in serum or liver. As shown in Figure 4a, results demonstrated that serum SOD, GSH‐Px, and hepatic catalase activity in NDEA group was markedly decreased (*p* < 0.001) as compared to control group, while MDA content in livers was markedly increased (*p* < 0.001). However, administration of CFT‐1, serum SOD and GSH‐Px and hepatic catalase activity were significantly increased (*p* < 0.001), while MDA content in livers was markedly reduced compared with the NDEA group (*p* < 0.001). It suggested that CFT‐1 exhibited potent antioxidant capacity against NDEA‐induced hepatocarcinogenesis in rats.

**Figure 4:**
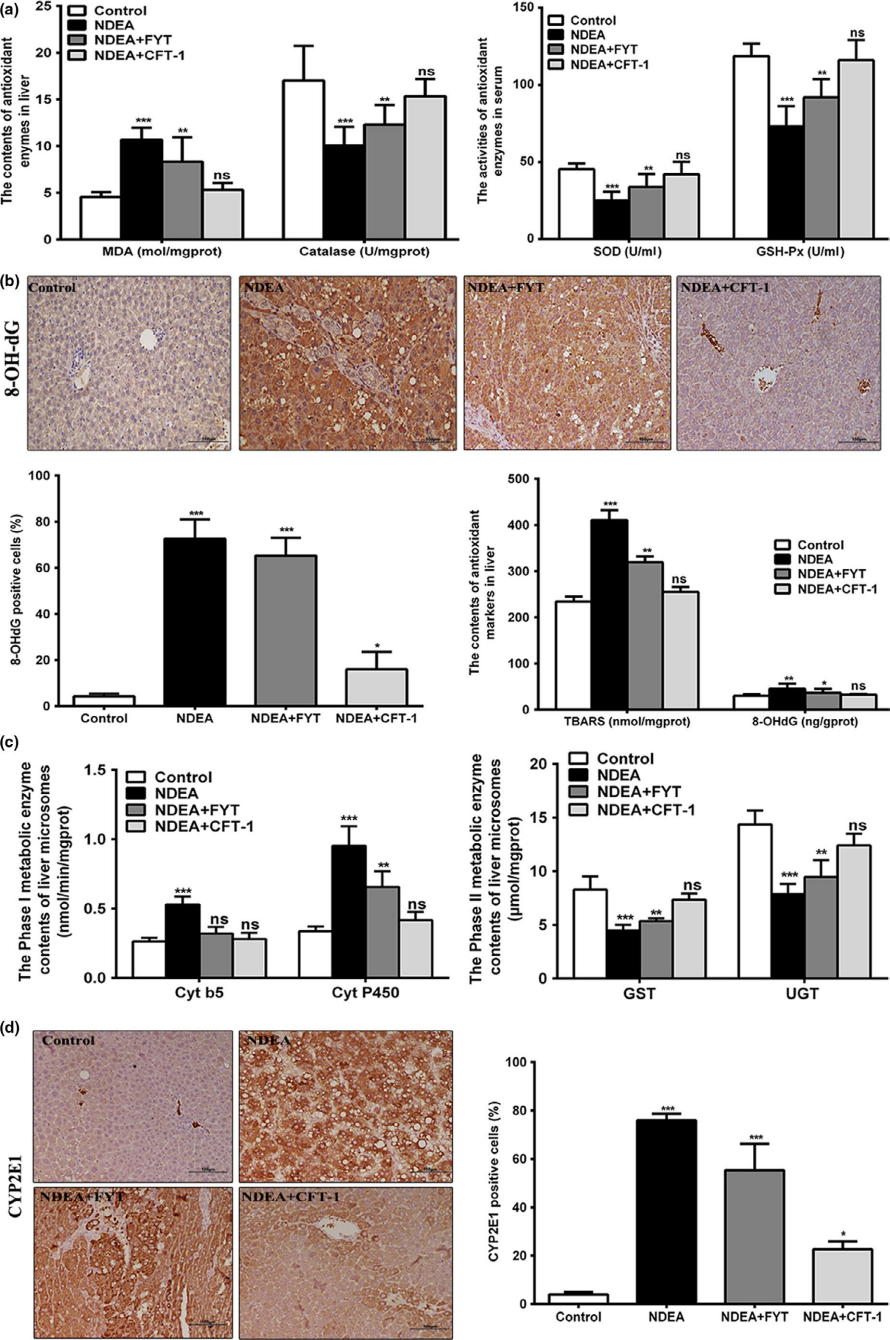
Effects of CFT‐1 and FYT on antioxidant capacity, oxidative damage, and hepatic phase I and phase II detoxification enzyme in NDEA‐induced hepatocarcinogenesis rats. (a) The related antioxidant enzymes activity in serum or liver. (b) The TBARS, 8‐OH‐dG concentrations in livers,and the representative location of 8‐OH‐dG‐positive cells in liver tissues of control and experimental rats. The percentages of positive cells were calculated per 100 cells in 10 HPFs (magnification, 200×). (c) The activity of hepatic phase I and phase II detoxification enzyme in control and experimental rats. (d) The representative location of CYP2E1‐positive cells in liver tissues of each group rats. The percentages of positive cells were calculated per 100 cells in 10 HPFs (magnification, 200×). Data were expressed means ± *SD*. *p < 0.05, **p < 0.01, and ***p < 0.001 versus Control. Ns, not significant (*p* < 0.05) versus Control. 8‐OH‐dG, 8‐hydroxy‐2′‐deoxyguanosine; Cyt b5, cytochrome b5; Cyt P450, cytochrome P450; GSH‐Px, glutathione peroxidase; GST, glutathione S‐transferase; MDA, malonaldehyde; SOD, superoxide dismutase; TBARS, thiobarbituric acid‐reactive substances; UGT, UDP‐glucuronosyltransferase

Generally, NDEA treatment may increase the intracellular ROS levels, which can lead to oxidative stress damage (Fabian et al., 2016). 8‐OH‐dG, a product of ROS induced by DNA damage, is an ideal biomarker of oxidative DNA damage (Yarborough, Zhang, Hsu, & Santella, 1996). To evaluate the regulatory effect of CFT‐1 on NDEA‐induced DNA oxidative stress damage, we evaluate the oxidative stress markers TBARS concentrations and the level of 8‐OH‐dG in liver of rats. As shown in Figure 4b, results demonstrated that hepatic TBARS concentrations in the NDEA group rats were significantly increased compared to the control group (*p < *0.001). However, treatment with CFT‐1, the TBARS concentrations were markedly decreased (*p < *0.01) as compared to the NDEA group. The hepatic 8‐OH‐dG level in NDEA rats peaked after NDEA exposure (*p < *0.01) compared to normal control rats. CFT‐1 supplementation significantly decreased the levels of hepatic 8‐OH‐dG compared to NDEA rats, and the difference was statistically significant between CFT‐1 and FYT, indicating that CFT‐1 may modulate the formation of 8‐OH‐dG after NDEA exposure. To verify the production of 8‐OH‐dG in liver tissues, we assayed hepatic 8‐OH‐dG by immunohistochemistry. The 8‐OH‐dG positive cells, with brown 8‐OH‐dG signal in cytoplasm, were diffusely distributed. The results showed that were less in liver of normal control rats, while statistically significantly greater (*p* = 0.0024) in malignant liver tissue of NDEA group rats (Figure 4b). However, the number of 8‐OH‐dG positive cells was significantly decreased in NDEA + CFT‐1 but not NDEA + FYT groups compared to NDEA rats, implying that CFT‐1 could protect livers from oxidative stress damage.

### 3.6 CFT‐1 inhibited the hepatic phase I metabolizing enzymes and induced phase II detoxification enzyme

In NDEA group, the phase I metabolizing enzymes Cyt b5 and Cyt P450 contents increased remarkably at the 20th week (Figure 4c, *p* < 0.001). However, the contents of Cyt b5 and Cyt P450 in the livers of NDEA + CFT‐1 group were remarkably lower than that of NDEA group (Figure 4c, *p* < 0.001). When compared between groups, NDEA + CFT‐1 group had more trend of Cyt P450 suppression than NDEA + FTY group (Figure 4c, *p* < 0.01). The result of the immunohistochemistry also showed that NDEA induced the production of CYP2E1 in liver tissues of NDEA group and CFT‐1 repressed these alterations (Figure 4d).

In this study, the hepatic GST and UGT concentrations in the NDEA group was remarkably (*p* < 0.001) reduced as compared to the control group, which is consistent with earlier reports (Liao, Liu, Xu, & Zheng, 2018). Compared with the NDEA group, the hepatic tissue GST and UGT were significantly increased in the NDEA + CFT‐1 group by 63.94% and 57.95%, respectively (Figure 4c, *p* < 0.001). What's more, the hepatic GST and UGT levels of NDEA + CFT‐1 group were obviously higher than that of NDEA + FTY group (*p* < 0.01), and closed to the normal level. These results demonstrated that CFT‐1 can inhibit the hepatic phase I metabolizing enzymes and enhance the phase II detoxification enzymes activity in NDEA‐induced hepatocarcinogenesis rats.

### 3.7 Identification of differentially expressed genes (DEGs)

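RNA sequencing was performed on livers taken at week 20 from male Wistar rats of 4 groups, with 3 libraries in each group. The Control group drank water and received no N-nitrosodiethylamine (NDEA), a chemical that induces liver tumors. The NDEA group, the model group of the paper, was injected intraperitoneally with 25 mg/kg of NDEA 2 times a week from week 2 to week 9 and drank water. The NDEA+CFT-1 and NDEA+FYT groups received the same injections and drank a tea infusion of 3 g in 100 ml, made from the EGCG-rich variety CFT-1 or from the common Fuyun6 tea (FYT). The authors trimmed the paired reads with Trimmomatic, mapped them with Hisat2, removed PCR duplicates, counted uniquely mapped reads on genes and normalized them to FPKM, a measure of fragments per length of transcript and per number of fragments mapped. The deposited values are these FPKM, without read counts, so the number of reads behind each value is unknown and no interval for counting error is given. FPKM values of genes with few reads move in steps of 1 read, and these steps gave the depth of each library relative to the shallowest library, NDEA replicate 1. The relative depth was 1.22 to 1.60 in Control (median 1.47), 1 to 1.45 in NDEA (median 1.33), 1.14 to 1.60 in NDEA+FYT (median 1.29) and 1.32 to 1.66 in NDEA+CFT-1 (median 1.37). Between 17989 and 20385 genes per library had an FPKM above 0. The deposited values cover 34194 gene IDs, of which 32402 are Ensembl rat gene IDs and 1792 are IDs of another form that the files do not explain. An FPKM above 0 in at least 1 of the 12 libraries was found for 24718 IDs, and 15742 IDs were above 0 in every library. The remaining 9476 IDs were listed at 0 in all 12 libraries. With an FPKM of at least 1 in place of above 0, 14568 IDs were detected in at least 1 library. The files do not pair the IDs with gene symbols. Differential expression was tested with limma on log2(FPKM + 1) for the 11854 genes with a mean FPKM of at least 1, with all 4 groups in 1 fit and Benjamini-Hochberg adjusted p-values. A fold change on this scale understates the change of genes with a low FPKM. DEGSeq, the authors' tool, models read counts and was not run on these FPKM values.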

Differentially expressed genes compared to model group are presented in Figure 5, and a total of 34,194 genes changed their expression in at least one sample. Compared to NDEA group, 991 DEGs including 321 up‐regulated and 670 down‐regulated genes were identified in normal liver tissues (Figure 5a,b), suggesting NDEA‐induced liver tumors displayed dramatic gene expression changes compared to normal livers. In addition, a total of 1,578 DEGs were identified by CFT‐1 treatment, including 573 up‐regulated and 1,005 down‐regulated genes, while only 298 DEGs regulated by FYT treatment compared to those of the model group (Figure 5a,b). Furthermore, the heat map color of the CFT‐1 treatment group was overall different than that of the NDEA group and FYT treatment group, and close to that of the control group (Figure 5c). These data indicated that CFT‐1 treatment modulated a larger number of genes or regulated the expression of these genes than treatment with FYT.

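Between the Control and NDEA groups, 0 genes had an adjusted p-value under 0.05 in limma's test with Benjamini-Hochberg adjustment, and the smallest adjusted p-value was 0.524. At an unadjusted p-value under 0.05, the threshold named in the legend of Figure 5, 1031 genes differed. Of these, 131 were higher and 900 lower in Control than in NDEA. The nominal 5% of the genes tested is 592.7 genes, while the 10 splits of these 6 libraries gave a median of 746 genes. The libraries of Control and NDEA did not overlap for 1458 genes, or 12.3% of the genes tested, and chance gives 10% with 3 libraries against 3. On the FPKM as deposited, which this count used, 180 of these genes were higher and 1278 lower in Control. The median log2 fold change over all genes tested was −0.20, and it was 0.04 after median-of-ratios scaling of the libraries. After this scaling, 515 genes were higher and 449 lower at an unadjusted p-value under 0.05. The scaling centres the libraries on each other, which by itself draws these numbers together. The group means of FPKM + 1 differed at least 2-fold for 582 genes, of which 52 were higher and 530 lower in Control, and after the scaling 88 were higher and 261 lower. Single libraries moved these numbers. Without NDEA replicate 1, 354 genes differed at an unadjusted p-value under 0.05 and 126 differed at least 2-fold. Without Control replicate 3, 411 genes differed at the unadjusted threshold, and without NDEA replicate 2, 2307 genes did. The number of 2-fold genes rose to 952 without Control replicate 2, to 1064 without NDEA replicate 2 and to 947 without NDEA replicate 3.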

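Relative to the NDEA group, 0 genes in NDEA+CFT-1 and 0 genes in NDEA+FYT had an adjusted p-value under 0.05 in limma's test with Benjamini-Hochberg adjustment. The smallest adjusted p-value was 0.326 with CFT-1 and 0.9996 with FYT. At the unadjusted threshold, 1494 genes differed with CFT-1, 209 of them higher and 1285 lower than in NDEA. With FYT, 176 genes differed, 127 of them higher and 49 lower, which is fewer than the nominal 5% of the genes tested. The 10 splits of the 6 libraries of each comparison gave a median of 624 genes for CFT-1 with NDEA and 342 for FYT with NDEA. After scaling by the median of ratios, 974 genes were higher and 813 lower with CFT-1, and 117 were higher and 70 lower with FYT. The libraries did not overlap with those of NDEA for 16.8% of the genes tested with CFT-1 and for 5.95% with FYT, beside the 10% that chance gives. On the FPKM as deposited, 320 of these genes were higher and 1673 lower with CFT-1, and 464 higher and 241 lower with FYT. Without NDEA replicate 2, 2272 genes with CFT-1 and 569 genes with FYT differed at the unadjusted threshold, and of those with FYT 205 were higher and 364 lower. With no filter on low values, 314 genes were higher and 344 lower with FYT. Without NDEA replicate 3, 346 genes differed with FYT. With CFT-1, 407 genes were higher and 627 lower without NDEA replicate 1, and 349 and 664 without NDEA+CFT-1 replicate 2. Without NDEA replicate 2, 221 genes were higher and 2051 lower with CFT-1. The mean FPKM + 1 of the group differed at least 2-fold from that of NDEA for 623 genes with CFT-1, 29 higher and 594 lower, and for 199 genes with FYT, 38 higher and 161 lower. Without NDEA replicate 1, these were 243 genes with CFT-1, 56 higher and 187 lower, and 96 genes with FYT, 67 higher and 29 lower. Leaving out another NDEA library had the opposite effect. Without NDEA replicate 2, 1112 genes with CFT-1 and 498 with FYT differed at least 2-fold, and without NDEA replicate 3, 985 and 435 genes did.

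**Figure D1:**
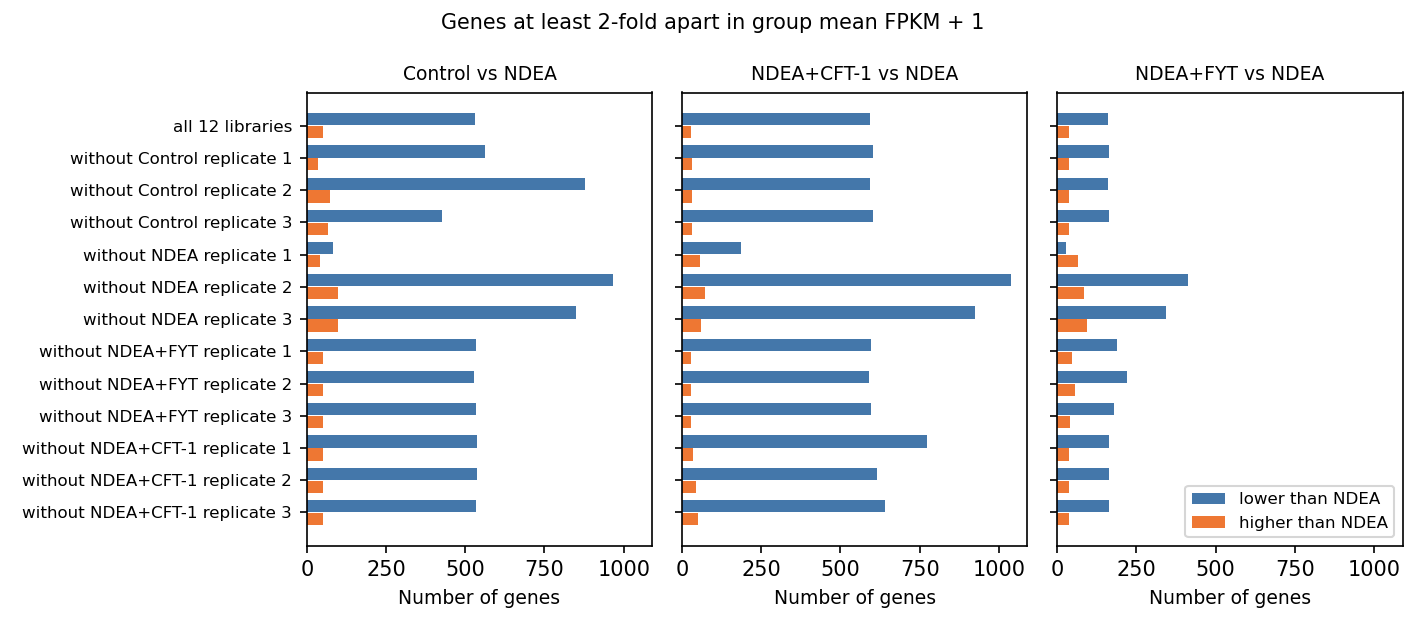
Number of genes whose group mean FPKM + 1 was at least 2-fold lower (blue bars) or higher (orange bars) than in the NDEA group, for Control, NDEA+CFT-1 and NDEA+FYT, with all 12 libraries and with each library left out in turn. The number of lower genes with CFT-1 falls from 594 to 187 without NDEA replicate 1 and rises to 1038 without NDEA replicate 2.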

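The closeness of the groups was measured as the Euclidean distance between group means of log2(FPKM + 1) over all genes tested, not only over DEGs. NDEA+CFT-1 lay 34.2 from Control, 47.6 from NDEA and 37.61 from NDEA+FYT. NDEA+FYT lay 30.8 from NDEA and 37.60 from Control, and Control lay 46.9 from NDEA. Complete-linkage clustering of these distances paired NDEA+CFT-1 with Control and NDEA+FYT with NDEA. The distance of CFT-1 to Control minus its distance to NDEA was −13.4. In an exact permutation test of the Control and NDEA labels over 20 assignments the two-sided p was 0.1, the smallest that 3 libraries against 3 allow, and it was 0.3 with quantile normalization and 0.5 without NDEA+CFT-1 replicate 2. For FYT the same difference was 6.77 (exact permutation test, two-sided p = 0.2), and it was −7.09 without NDEA replicate 2 and −3.65 without NDEA replicate 3. The distances from NDEA depended in part on 1 library. With NDEA replicate 1 left out, NDEA lay 32.8 from Control and 41.2 from NDEA+CFT-1. The difference for CFT-1 was then −7.20 (exact permutation test, two-sided p = 0.2). Control now lay nearer to NDEA than to NDEA+CFT-1, the reverse of the order with all libraries. Clustering still paired Control with NDEA+CFT-1, but only after NDEA had joined NDEA+FYT. Which group lay nearest to Control thus depended on this library. Pearson's r across genes between NDEA replicate 1 and the other 11 libraries was 0.887 to 0.934, while the lowest r among those 11 was 0.937. The first principal component held 39.2% of the variance, and NDEA replicate 1 had a score of 79.7 on it. The second held 18.0%, and NDEA+CFT-1 replicate 2 had a score of 56.2 on it.

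**Figure D2:**
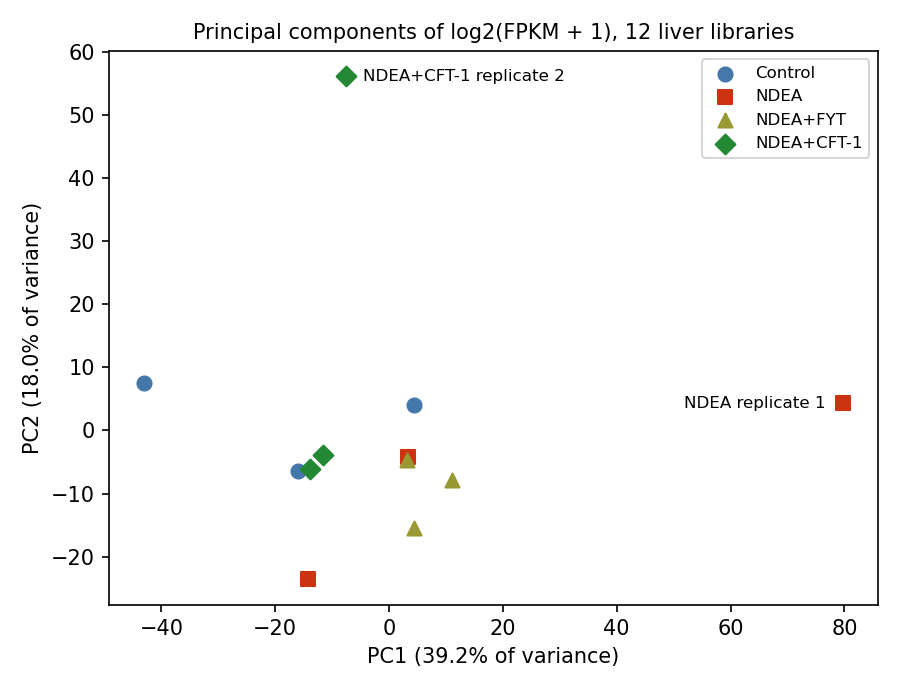
Scores of the 12 libraries on the first and second principal components of log2(FPKM + 1), in log2 units, with 1 point per library and a color and shape per group. NDEA replicate 1 stands at 79.7 on the first component and NDEA+CFT-1 replicate 2 at 56.2 on the second.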

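The teas were also compared directly. Between NDEA+CFT-1 and NDEA+FYT, 0 genes had an adjusted p-value under 0.05 in limma's test with Benjamini-Hochberg adjustment, and the smallest adjusted p-value was 0.896. An unadjusted p-value under 0.05 was found for 642 genes, or 5.42% of the genes tested, where the nominal level is 5%. Of these, 21 were higher and 621 lower with CFT-1. With the libraries scaled to each other, 333 were higher and 391 lower. The nominal level is not the one that regrouping gives. Over the 10 splits of the 6 tea libraries the median was 192.5 genes, and the real split gave the most. With only the tea groups in the fit, 1328 genes differed. The libraries of the tea groups did not overlap for 2516 genes, or 21.2% of the genes tested, and chance gives 10%. Of these, 271 were higher and 2245 lower with CFT-1. This count used the FPKM as deposited. The median-of-ratios factors of the libraries were 0.819 to 1.00 with CFT-1 and 1.06 to 1.12 with FYT. A shift of whole libraries can therefore not be told here from differences in single genes. The number of genes at the unadjusted threshold was 303 without NDEA+CFT-1 replicate 2 and 972 without NDEA replicate 1. The difference in the number of genes changed relative to NDEA was then tested by exchanging the tea labels. CFT-1 had 1318 more genes than FYT at an unadjusted p-value under 0.05, and 424 more genes at least 2-fold apart in group means. In each case 2 of the 20 assignments of the 6 tea libraries, the real one and its mirror, gave a difference as large (exact permutation test, two-sided p = 0.1, the smallest that this design allows). When NDEA replicate 1 was left out, the differences were 775 and 147 genes, with the same p in the exact permutation test. From the numbers of DEGs and the heat map in Figure 5, the paper proposes that CFT-1 modulated more genes, or regulated their expression more, than FYT did.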

**Figure 5:**
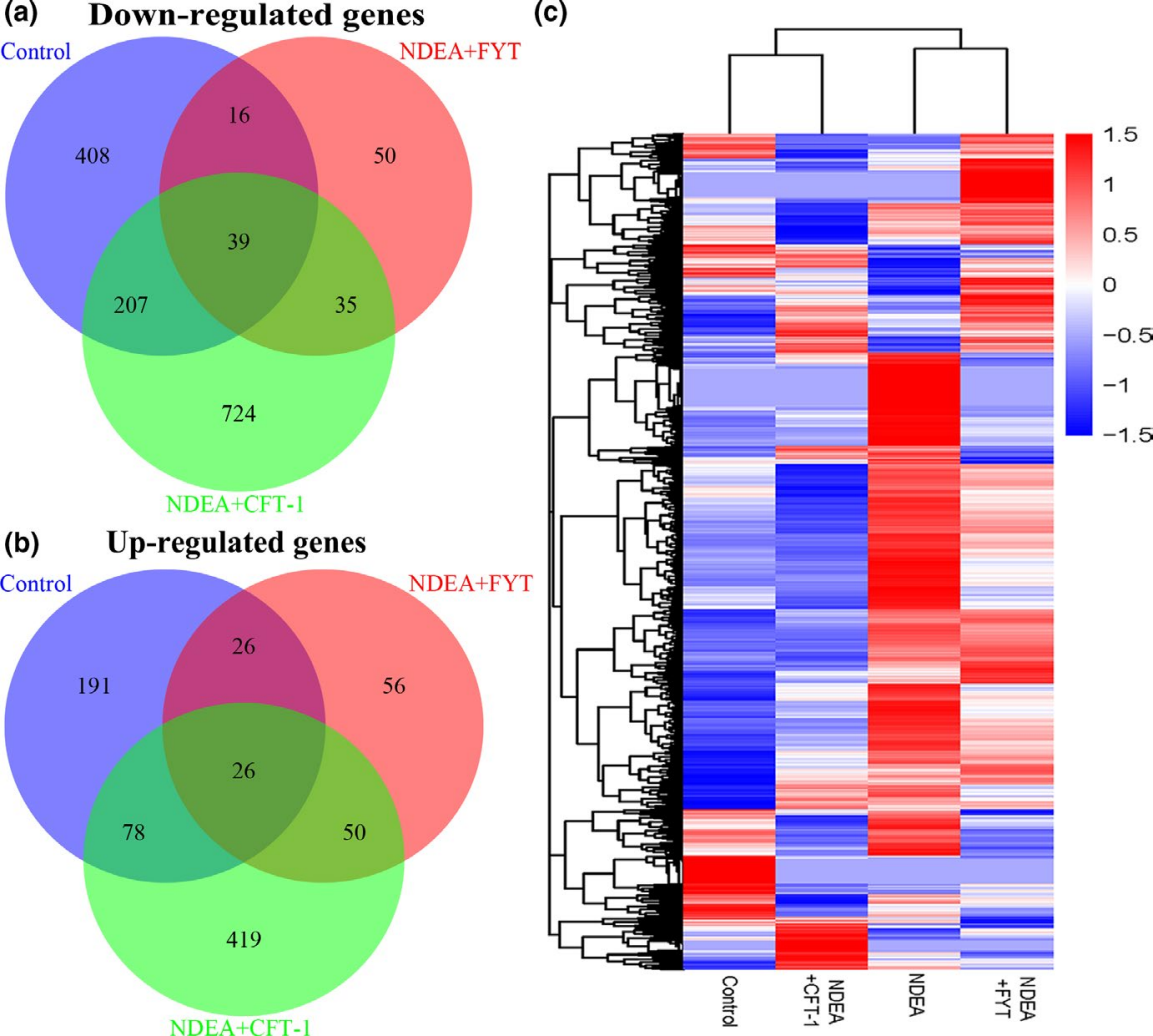
Overview of the genes regulated by CFT‐1 or FYT compared to the model group. (a, b) Venn diagrams displayed the number of down‐regulated genes (a) and up‐regulated genes (b) in livers from the normal control group, NDEA + CFT‐1 group or NDEA + FYT group rats compared to model group. Genes with a *p*‐value <0.05 were counted. (c) Heat map of 6,232 genes with differential expression that appeared in CFT‐1 and FYT treatment groups compared to the model group. The blue represents the gene expression at a low level and red represents the gene expression at a high level

### 3.8 Functional classification of DEGs

To further highlight cellular processes affected by our treatment compared to model group, functional enrichment analyses were performed based on identified DEGs. In NDEA + CFT‐1 group, genes involved in organic cyclic compound biosynthetic process and carboxylic acid catabolic process with oxidoreductase activity and *N*‐methyltransferase activity were significantly up‐regulated, while genes participating into nucleobase‐containing compound biosynthetic process, lipoprotein metabolic process, and lipoprotein metabolic process were down‐regulated (Figure 6a). It is worth noting that many of these GO classes enriched in CFT‐1 treatment group are functionally related to antioxidants, lipid metabolism, lipid transport, lipid localization, ubiquitin/proteasome systems, stress response proteins, xenobiotic‐metabolizing enzymes, kinases and phosphatases, cell adhesion, cell cycle and cell growth, metabolism, movement, transport proteins, and transcription factors, which are closely related to the development of liver cancer. In addition, genes mainly involved in regulation of cell growth and cell communication process were down‐regulated in NDEA + FYT group (Figure S1 in Appendix S1).

**Figure 6:**
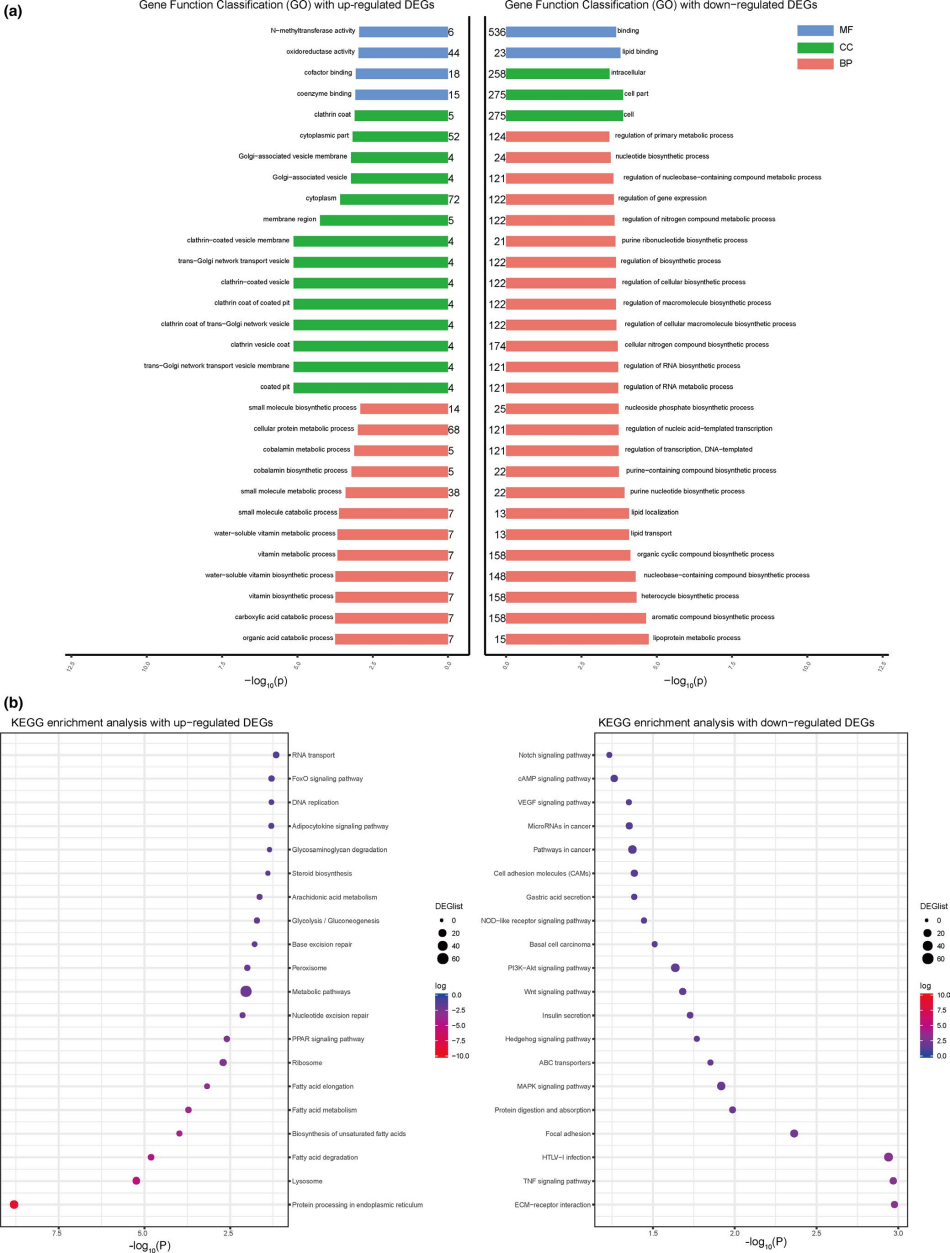
Functional classification of DEGs in NDEA + CFT‐1 group. Gene ontology terms including biological process (BP), cellular component (CC), and molecular function (MF), with *p*‐value <0.05, were regarded as over‐represented categories and were presented in (a). (b) KEGG pathway enrichment analysis was also performed by Fisher's exact test with up‐ and down‐regulated genes in NDEA + CFT‐1 group

The result of canonical pathway analysis in IPA is shown in Figures 6b, S2 and S3. Using a cutoff *p*‐value <0.05, a total of 25 canonical pathways were found to be significantly enriched in NDEA group in comparison with the control group. While compared with the NDEA group, 16 and 13 canonical pathways significantly in livers were enriched after CFT‐1 or FYT‐treated process, respectively (Appendix S2). Interestingly, 9 of the top 20 pathways, including ECM‐receptor interaction, cell adhesion molecules (CAMs), focal adhesion, HTLV‐I infection, MAPK pathway, PI3K‐Akt pathway, protein digestion and absorption, NOD‐like receptor pathway, and TNF signaling pathway, were also recognized in both control group and CFT‐1‐treated group (Figure 6b). These results suggested that these pathways not only play an important role in the NDEA‐induced hepatocarcinogenesis process, but also contain molecular targets that may be regulated by CFT‐1. It is worth noting that when contrasting the NDEA + CFT‐1 compared with the model and the model compared with the control group, some molecules in these pathways showed an opposite direction of change. For example, Tnfrsf1a, Pik3r3, Nod2, Nfkbia, Pik3cd Casp8, and Vegfα in the model versus the control group have significantly up‐regulated, whereas its expression was down‐regulated in livers from the administration of CFT‐1 compared with the NDEA group (Figures S2 and S3 in Appendix S1). These results suggested that CFT‐1 play a preventive role in NDEA‐induced liver cancer though of on the occurrence of may be carried out through these signaling pathways.

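The direction of change was compared over the genes that differed between Control and NDEA at an unadjusted p-value under 0.05 in limma's test, since none did at the adjusted threshold. Relative to NDEA, 96.5% of these genes moved in NDEA+CFT-1 in the direction in which they moved in Control. With FYT this share was 94.8%. All 3 comparisons use the same NDEA libraries, which raises such shares without any group effect. Unchanged groups were simulated around the mean of each gene over the 12 libraries, against the same NDEA libraries. The median share over 100 draws was 91.0% for CFT-1 (95% of draws between 88.5% and 93.5%) and 91.2% for FYT (88.6% to 94.1%). A real shift of NDEA from the other groups would stay in these draws, so they give no level without any group effect. Over 100 random regroupings of the 12 libraries, the median share was 90.5% for CFT-1 (59.4% to 99.0%) and 90.2% for FYT (53.4% to 99.1%). The observed share for CFT-1 was reached by 21 of these regroupings and that for FYT by 30. The shares without NDEA replicate 1 were 91.5% and 79.7%. For the pathways named in Figures S2 and S3, only the genes shown there by an Ensembl ID could be looked up, 2 for NF-κB and 9 for PI3K-Akt. In group means, 8 of the 9 PI3K-Akt IDs were lower with CFT-1 than in NDEA, 8 were lower with FYT and all 9 were lower in Control. Without NDEA replicate 1, 4 were lower with CFT-1, 1 with FYT and 6 in Control. The FPKM of NDEA replicate 1 was the highest of the 12 libraries for all 9. Of the 9 IDs, 7 passed the filter on low values, and 0 of these were called with CFT-1 over all genes tested. In a fit without the filter, 0 of the 9 were called adjusted over the list alone, and 1 had an unadjusted p-value under 0.05. The study chose these lists on the same libraries, so the number over the list is not independent evidence. By the log2 ratio of the mean FPKM, without a pseudocount, the largest fall among the 9 was in ENSRNOG00000000463. It was the ID with an unadjusted p-value under 0.05 and did not pass the filter. Its FPKM was 0.0493 ± 0.0275 with CFT-1 and 0.288 ± 0.191 in NDEA (SD, n = 3 each). The log2 ratio was −2.54, or −1.85 without NDEA replicate 1. On log2(FPKM + 1), its change of −0.285 was the smallest of the 8 falls. The only rise was in ENSRNOG00000010103, with 125 ± 15.8 FPKM with CFT-1 and 113 ± 23.9 in NDEA (SD, n = 3 each), a difference within the spread of the libraries. Of the NF-κB IDs, ENSRNOG00000000838 had an FPKM of 0.439 in NDEA replicate 1 and was listed at 0 in NDEA replicates 2 and 3, while it was 0.132, 0.241 and 0.208 in the CFT-1 libraries. ENSRNOG00000000847 had 76.37 ± 5.03 FPKM with CFT-1 and 76.41 ± 15.0 in NDEA (SD, n = 3 each).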

### 3.9 qRT‐PCR validation

To verify the reliability and accuracy of our transcriptome data, we selected 11 up‐regulated and 1 down‐regulated unigenes from the 2 important pathways, phosphoinositide 3‐kinase (PI3K)/Akt and NF‐κB pathway (Figures S2 and S3 in Appendix S1), and evaluated their expression profiles by qRT‐PCR. The expression patterns of selected genes were determined and further compared with those in RNA‐seq assay. Nearly, all of these genes displayed similar expression trend in both techniques (Figure 7a,b), confirming the quantitative properties of the RNA‐seq analysis used in this study.

**Figure 7:**
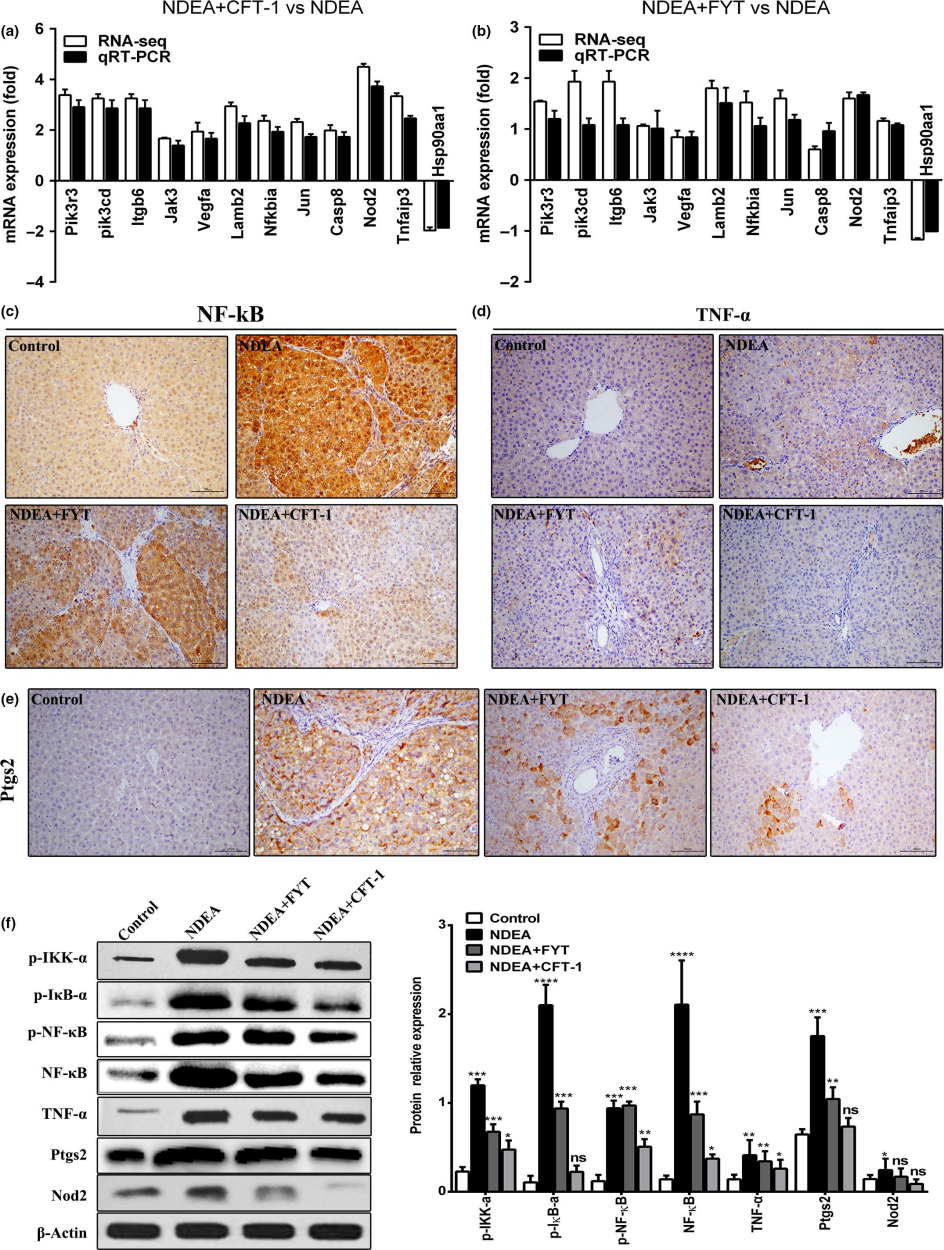
Expression pattern of 12 selected genes as obtained by RNA‐seq and qRT‐PCR, and the effects of CFT‐1 on NF‐κB pathway in NDEA‐induced hepatocarcinogenesis rats. (a) qRT‐PCR validation for the 12 selected regulated DEGs of CFT‐1. (b) qRT‐PCR validation for the 12 selected regulated DEGs of FYT. (c–e) Representative immunohistochemistry for NF‐κB (c), TNF‐α (d), and ptgs2 (e) expression in liver tissue of control and experimental rats (magnification, 200×). (f) Representative Western blot bands and protein relative levels of p‐IKK‐α, p‐IκB‐α, p‐NF‐κB, TNF‐α, ptgs2, and Nod2 in the livers of rats, and their protein relative levels. Data were expressed means ± *SD*. *p < 0.05, **p < 0.01, and ***p < 0.001 versus Control. Ns, not significant (*p* < 0.05) versus Control

### 3.10 CFT‐1 inhibited inflammation in NDEA‐induced hepatocarcinogenesis process through NF‐κB signaling pathway

Zheng et al. (2018) have demonstrated that NDEA causes severe chronic inflammatory damage to the liver, thus triggering the development and progression of HCC. Akt can phosphorylate and activate the IκB kinase IKK‐α, causing degradation of IκB and nuclear translocation of NF‐κB where it promotes expression of cytokines, including TNF‐α, accelerating inflammation response (Tang et al., 2016). The immunohistochemistry result showed that a large number of NF‐κB‐positive cells were observed around the central vein and necrotic area in livers of NDEA group rats, and the expression intensity of NF‐κB‐positive cells was significantly higher than those in the control group. NF‐κB‐positive cells were decreased in livers of NDEA + CFT‐1 animals compared to NDEA and NDEA + FYT group (Figure 7c). And also, the treatment of NDEA induced NF‐κB protein expression in livers of NDEA group via Western blot analysis with significantly increased compared with control group (Figure 7f), suggesting activation of NF‐κB and subsequent nuclear translocation. In addition, immunostaining to quantify and localize TNF‐α and ptgs2 revealed limited expression of TNF‐α and ptgs2 in liver sections of normal rats and CFT‐1‐treated rats (Figure 7d,e). In contrast, increased immunoreactivity for TNF‐α and ptgs2 in NDEA group was observed in the liver sections. What is more, the results of Western blot analysis demonstrated that the upstream and downstream signals of NF‐κB, such as p‐IκB‐α, TNF‐α, ptgs2, and nod2 were down‐regulated greatly by CFT‐1 treatment, which were in accordance with the trend of NF‐κB alteration (Figure 7f). These data suggested that CFT‐1 regulated liver cancer progression by inhibiting NF‐κB activation and its downstream signals leading to inflammation response.

### 3.11 CFT‐1 induced apoptosis and inhibition of proliferation through PI3K/Akt pathway

PI3K/Akt pathway is closely related to the occurrence and development of liver cancer, which has become a potential target for the prevention or treatment of liver cancer (Saxena et al., 2007). As shown in Figure 8a, CFT‐1 treatment obviously inhibited the activation of Akt, PI3K and also reduced its phosphorylation. Then, the protein expression of downstream signals, including p53, caspase 3, and Bax protein levels, was elevated, with a decrease of Bcl‐2 protein levels in the livers of NDEA + CFT‐1 group rats as compared with the model group (*p* < 0.01 or *p* < 0.05). Additionally, the results of Western blot analysis showed that the cell proliferation markers PCNA protein expression in NDEA + CFT‐1 group was markedly lower than that of the NDEA group. Finally, we further demonstrate the apoptosis and proliferation responses of aqueous extracts of CFT‐1 interventions during NDEA‐induced hepatocarcinogenesis by the TUNEL method and immunohistochemistry analysis. The results showed that the number of TUNEL‐positive cells was significantly higher in the NDEA group as compared with the CFT‐1‐treated group and control group (Figure 8b). What's more, NDEA rats had observably more Bcl‐2‐positive cells compared with normal control rats (*p* < 0.01). However, CFT‐1 treatment observably (*p* < 0.01) decreased the Bcl‐2‐positive cells (Figure 8c). Additionally, the PCNA‐positive cells were elevated in NDEA group, indicating accelerated proliferation of tumor cells (Figure 8d). However, cell proliferation was significantly inhibited in the CFT‐1‐treated group and suggests an anti‐proliferative effect of CFT‐1. Combining these results, it was concluded that CFT‐1 could activate the PI3K/Akt signaling pathway in occurrence of NDEA‐induced hepatocarcinogenesis. In addition, these results indicate that the apoptosis and cancer cell proliferation processes, which lead to liver cancer in this model, are associated with the PI3K/Akt pathway, leading to the occurrence of apoptosis in liver cancer cell lines.

**Figure 8:**
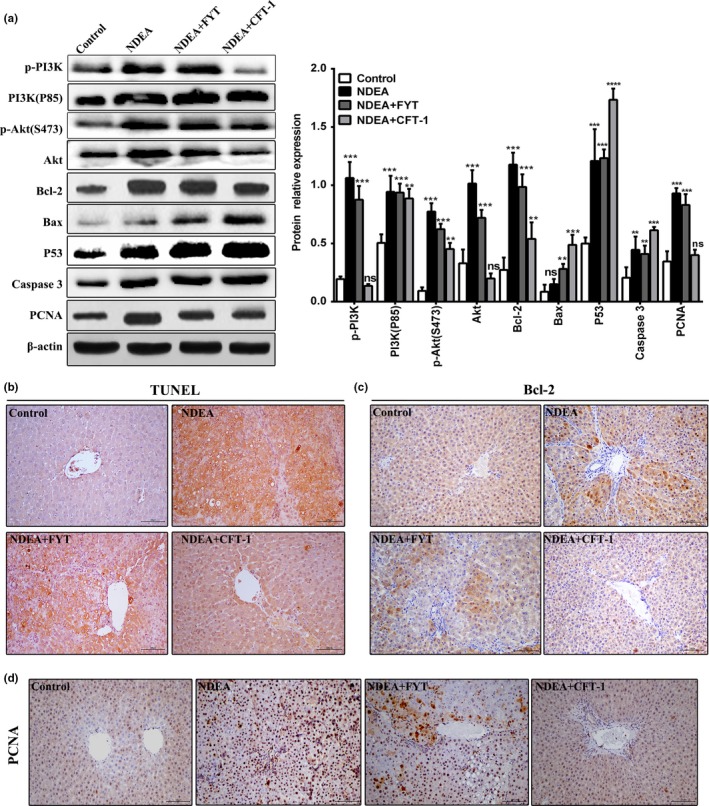
Effects of CFT‐1 on the PI3K/Akt pathway, cell proliferation, and apoptosis in NDEA‐induced hepatocarcinogenesis rats. (a) Western blot analysis for the protein expression of PI3K/Akt pathway (right), and protein levels were normalized to β‐actin (left) in the liver of rats. (b) The results of the TUNEL assay. (c, d) Representative immune‐histochemistry for Bcl‐2 (c) and PCNA (d) protein expression in liver tissue of control and experimental rats (magnification, 200×). Data were expressed means ± *SD*. *p < 0.05, **p < 0.01, and ***p < 0.001 versus Control. Ns, not significant (*p* < 0.05) versus Control

## 4 DISCUSSION

*N*‐nitrosodiethylamine has been widely used to induce liver cancer in preclinical models. In this study, NDEA‐induced hepatocellular carcinoma model in rats was successfully constructed, and the liver histopathological and ultrastructural observation findings confirmed complete destruction of the hepatocellular architecture and large number of hyperplastic nodules, foci of altered hepatocytes, proliferated and swollen mitochondria, etc. However, CFT‐1 treatment was effective in inhibiting the progression of NDEA‐induced liver cancer, including inhibiting histopathological and ultrastructural changes, reducing the incidence, size, number of hepatic nodules and preventing the hepatic adenoma or HCC formation. In particular, CFT‐1‐treated animals had the least incidence of HCC (8.33%) followed by common tea treatment (40.00%) and model control rats (87.50%). These results indicated that, compared to the common tea, CFT‐1 tea infusion has better inhibitory effect to the occurrence and development of liver cancer. Furthermore, in this study, the blood hematology, serum lipid markers, and organ index analysis indicated that the natural EGCG‐rich green tea infusion and 3% CFT‐1 tea infusion have few toxic side effects on rats when given at 7.62 ml/100 g body weight daily for 20 weeks.

The chemical composition and content of phytochemicals in tea are crucial to its biological activity. As Lou's group (2006) reported, anticancer activity differed by tea varieties given the same content of tea polyphenol in BGC‐803 cells. A mixture of catechins such as polyphenol E were suggested to be more efficient than EGCG alone for inhibiting growth of CNE2, Raji, and SUNE1 cancer cell lines (Ravindranath, Ramasamy, Moon, Ruiz, & Muthugounder, 2009). In this study, the results showed that long‐term consumption of CFT‐1 tea infusion, a natural EGCG‐rich green tea infusion, had better chemopreventive potential against NDEA‐induced hepatocarcinogenesis compared to common tea as indicated by attenuation of the biochemical, morphological, and pathological changes in livers. These cultivar differences may be attributed to the high contents of EGCG or other catechin monomers or synergistic effect among catechins and other polyphenols. In a previous study, we also reported that the inhibition of EGCG‐rich tea on HepG2 cell transplantation tumors in nude mice (68.36%) was more effective than EGCG alone (42.35%) or common tea (18.14%) (Zheng et al., 2016). Therefore, it can be indicated that the anticancer effect of tea leaves may hinge on the types chemical composition, as well as the content and ratio. In view of the foregoing, it may be more practical and more acceptable to the population that increase or decrease the content of certain special functional components in tea and strengthen the health function of tea.

Numerous studies have shown that exposure to NDEA stimulates the production of free radicals through many pathways, which lead to oxidative stress and cell damage (Bilal et al., 2017; Marra et al., 2011). Many types of cancer and its progression have been linked to changes in oxidative stress (Rice‐Evans & Burdon, 1993; Trush & Kensler, 1991). For example, low‐dose NDEA generates free radicals, which induced the formation of liver DNA‐8‐OH‐dG adducts (Nakae et al., 1997) and causes mutations that lead to carcinogenesis. However, excessive free radicals can be eliminated by both enzymatic and nonenzymatic mechanisms in antioxidant defense systems (Fabian et al., 2016). A previous study (Sengottuvelan, Senthilkumar, & Nalini, 2006) indicated that tea polyphenol supplementation enhanced SOD, catalase and glutathione reductase activity in 1, 2‐dimethylhydrazine‐treated rats. In the present study, the serum ALT, AST activity and MDA content, production of liver 8‐OH‐dG were reduced in NDEA‐treated rats after CFT‐1 treatment, while the activity of SOD, GSH‐PX, and catalase was increased, accompanied by inhibiting the phase I enzymes and activating the expression of downstream phase II detoxifying GST and UGT2b1, which then accelerated the elimination of the metabolites of NDEA, thereby achieving the goal of detoxification. Thus, the protective effect of CFT‐1 against liver function damage and anti‐oxidative damage may be due to its high antioxidant activity and detoxification function. These observations are consistent with our findings in rats—CFT‐1 tea infusion treatment animals had less liver morphological and pathological changes compared to NDEA and FYT group rats.

Furthermore, we used the RNA‐seq to study the mechanism of CFT‐1 in the NDEA‐induced hepatocarcinogenesis rats. The results showed that the altered genes were related to the antioxidants, xenobiotic‐metabolizing enzymes, cell cycle, inflammation, cell proliferation, metabolism, etc. and PI3K/Akt, NF‐κB, MAPK and TNF pathway were altered, which are closely associated with the hepatocarcinogenesis. In addition, the results revealed the dramatic alterations in genes associated with the hepatocarcinogenesis by CFT‐1 or FYT treatment. For example, in this study, compared with the NDEA group, there are a total of 1,578 DEGs in the CFT‐1 group, including 573 up‐regulated and 1,005 down‐regulated genes, while only 298 DEGs containing 158 up‐regulated and 140 down‐regulated genes when treat with FYT (Figure 6). 

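Of the genes changed relative to the NDEA group at an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment), 0 were shared by CFT-1 and FYT. With an unadjusted p-value under 0.05 in both comparisons, 27 genes were lower with both teas, which is 2.10% of the genes lower with CFT-1. For 58 genes the level was higher with both teas, which is 27.8% of the genes higher with CFT-1. Both comparisons share the NDEA libraries, so some overlap arises without any effect of the teas. Simulated unchanged groups against these libraries gave a median of 82.5 shared lower genes and 24 shared higher genes. They were drawn around the mean of all 12 libraries. A real shift of NDEA would stay in them, so these medians are not a chance level. Random regroupings of the 12 libraries gave medians of 24 and 17 genes, with 95% of the 100 regroupings between 3 and 329 for lower genes and between 2 and 482 for higher genes. As many shared genes as observed were found in 44 regroupings for lower genes and in 20 for higher genes. Across genes, which are not independent replicates, the log2 fold changes of the teas relative to NDEA had a Pearson's r of 0.648. The median r was 0.484 for the simulated groups and 0.501 for the regroupings, of which 15 reached the observed value. Without NDEA replicate 2, 291 genes were lower with both teas, and without NDEA replicate 3, 128 genes were higher with both.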

Of the genes increased by CFT‐1, 7% (74/1,005) were also down‐regulated by FYT tea infusion (Figure 6a), whereas 13% (76/573) of the up‐regulated genes in livers of CFT‐1‐treated rats was also decreased in the livers of NDEA + FYT group animals (Figure 6b). These results are consistent with our findings in rats—CFT‐1 tea infusion treatment has better inhibitory effect to the occurrence and development of liver cancer compared to the common tea. The GO and KEGG analysis also showed that some of the molecules in the enrichment of biological process and signal pathway showed an opposite direction of change when compared with NDEA + CFT‐1 group and NDEA group, NDEA group, and control group, respectively. It indicated that these biological process and signal pathway was not only related to the occurrence and development of NDEA‐induced liver cancer in rat, but also contain molecular targets that may be modulated by CFT‐1, and some of these genes played an important role in the regulation of NDEA‐induced hepatocarcinogenesis by CFT‐1.

Studies showed that one of the main causes of NDEA‐induced liver cancer is inducing chronic inflammatory response and abnormal repair after liver injury (Mandal & Bishayee, 2015). In this study, we found that the levels of cytokines TSGF and TNF‐α were remarkably increased after exposed to NDEA in the model group compared with control group. However, the levels of TSGF and TNF‐α were remarkably inhibited by CFT‐1 treatment compared with the NDEA group. Zheng Chen and Lu (2011) showed that EGCG, EC, ECG, EGC, and L‐theanine in tea participate in regulating the proteins in the NF‐κB signaling pathway by virtual computer software to mimic molecular docking, and confirmed that tea extract can down‐regulate the expression of multiple target proteins in the NF‐κB signal pathways with certain orientation and conformation, such as cytochrome reductase P450, oxidosqualene cyclase, and NF‐κB. However, the molecular mechanism of these phytochemicals revealing improving liver cancer in vivo remains understood. Thus, we studied whether CFT‐1 could inhibit the hepatocarcinogenesis through NF‐κB pathway. From our study, rats treated with CFT‐1 had down‐regulated hepatic NF‐κB expression. Subsequently, the upstream or downstream signals of p‐IKK‐α, p‐IκB‐α, TNF‐α, ptgs2, and nod2 expression were decreased in protein levels. It indicated that CFT‐1 plays an important role in inhibiting inflammation via regulating NF‐κB pathway, and this may confer HCC resistance during hepatocarcinogenesis induced by NDEA.

The imbalance between cell proliferation and cell death is considered to be a primary pathogenesis of HCC (Khan & Mukhtar, 2013). PI3K/Akt pathway is an important signaling pathway involved in cell proliferation, apoptosis, metabolism, and other functions (Saxena et al., 2007). Therefore, the anti‐apoptosis and anti‐proliferation effects of CFT‐1 via PI3K/Akt pathway were also investigated to further reveal the specific role on anticancer. We observed accelerated apoptosis and decreased PCNA expression after the CFT‐1 treatment in liver cancer cells via immunohistochemistry and TUNEL assay, which is consistent with former studies (Zheng et al., 2016). What is more, Western blot results showed that CFT‐1 treatment obviously inhibited the activation of Akt, PI3K and also reduced its phosphorylation. Then, the expression of p53, caspase 3, Bax, and other regulatory proteins that mainly regulate the apoptosis of liver cancer cells was accelerated, and the Bcl‐2 was down‐regulated after the use of CFT‐1. Further, it was notable that CFT‐1 can inhibit the occurrence and development of liver cancer relying on apoptosis induction and inhibition of cell proliferation by blocking the PI3K‐Akt pathway.

In summary, compared with the common tea, EGCG‐rich CFT‐1 green tea had a superior inhibitory effect in liver carcinogenesis process, especially marked decreased the incidence of hepatic nodules and adenoma or HCC formation induced by NDEA. CFT‐1 can significantly ameliorated abnormal liver function enzymes, improved antioxidant capacity to repair the oxidative damage, regulated hepatic xenobiotic‐metabolizing enzymes, and thus could be a potential ingredient of interests in functional foods. Transcriptomic analysis of liver tissue suggested that administration of CFT‐1 regulated larger genes than the common tea treatment, which were situated in several canonical pathways important in the inflammatory network, antioxidants, xenobiotic‐metabolizing enzymes, apoptosis, cell proliferation, and metabolism related to liver tumorigenesis. Further, it was notable that CFT‐1 inhibited inflammation via inhibiting NF‐κB activation, and inhibited proliferation, and accelerated apoptosis by PI3K/Akt pathway in liver carcinogenesis process.

## CONFLICT OF INTEREST

The authors declare that there is no conflict of interest regarding the publication.

## ETHICAL APPROVAL

The research described herein was performed on male Wistar rats (*Rattus norvegicus*). This study was performed in strict accordance with protocols approved by the Animal Ethics Committee of the Institute of Laboratory Animal Science, Chinese Academy of Medical Sciences, Beijing, China.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Chemoprevention of elite tea variety CFT‐1 rich in EGCG against chemically induced liver cancer in rats
**Source:** Food Sci Nutr. 2019 Jul 4;7(8):2647–65. doi: 10.1002/fsn3.1121
**Supplement:** Supplementary file 1

**Appendix A. Supporting Information**

**Chemoprevention of Elite Tea Variety CFT-1 Rich in EGCG against Chemically Induced Liver Cancer in Rats**

Table S1．Sequences of primers used for qRT-PCR analysis.

| UniProt ID | Target gene | Forward primer (5'-3') | Reverse primer (5'-3') |
| --- | --- | --- | --- |
| XM_006238714.3 | Pik3r3 | GCACCTCGTATGGCTCAATC | CACAGAACAAGCGTAACATCCT |
| NM_001108978 | pik3cd | CTTTCTGGGTTGGGTATG | CCACATCAGTGAGAGGAA |
| NM_001004263 | Itgb6 | TGGCAGGCATTGTGATTCC | TCAGACCGCAGTTCTTCGTA |
| NM_012855.2 | Jak3 | TCTTGTAGCCTCTCATCCTCAG | AAGCGTAGCCTGTAGACCAA |
| NM_001110333.2 | Vegfa | TTACTGCTGTACCTCCACCAT | AGGACGGCTTGAAGATATACTCTAT |
| XM_006243709.2 | Lamb2 | CTGTGCTAGGTCTGGTCTCA | TTACACTGACAACGCTGACATC |
| NM_001105720.2 | Nfkbia | TGGTCTCGCTCCTGTTGAA | GCTCTCCTCATCCTCACTCTC |
| NM_021835.3 | Jun | GCCAACCTCAGCAACTTCA | TCTGCGGCTCTTCCTTCA |
| NM_001228.4 | Casp8 | GCAGAGGGAACCTGGTACAT | TCATCCTTGTTGCTTACTTCATAG |
| XM_017601207.1 | Nod2 | GCCTTCCTTCTACAGT | TGGCAGGGCTCTTCTGCAAG |
| XM_017589829.1 | Tnfaip3 | CGGACTCCAGCAGACAGA | CAGAGGCGGTGACAGACT |
| NM_017008.4 | GAPDH | CGGAGTCAACGGATTTGGTCGTAT | AGCCTTCTCCATGGTGGTGAAGAC |

Table S2 Characterization of chemical constituents of CFT-1 and Fuyun6 green tea by UHPLC-Q Extractive Orbitrap-MS.

| Compounds | tR | Identification | Molecular Formula | [M-H]^-^ | MS/MS(m/z) |
| --- | --- | --- | --- | --- | --- |
| 1 | 5.14 | (-)-Gallocatechin (GC)* | C_15_H_14_O_7_ | 305.56^①^(0.25) | 221.01 219.10 125.3 |
| 2 | 7.54 | (-)-Epigallocatechin (EGC)* | C_15_H_14_O_7_ | 305.56(0.27) | 221.18 219.07 179.03 |
| 3 | 9.49 | (+)-catechin (C)* | C_15_H_14_O_6_ | 289.06(0.06) | 203.69 159.12 123.20 |
| 4 | 10.73 | (-)-Epicatechin (EC) * | C_15_H_14_O_6_ | 289.06(0.06) | 203.30 159.65 123.71 |
| 5 | 15.16 | Caffeine (CAF) * | C_8_H_10_N_4_O_2_ | 195.08(0.18) | 195.08 138.20 110.20 |
| 6 | 17.18 | (-)-Epigallocatechin-3-gallate (EGCG)* | C_22_H_18_O_11_ | 457.06(0.08) | 331.07 305.12 169.05 |
| 7 | 18.59 | (-)-Gallocatechin gallate (GCG)* | C_22_H_18_O_11_ | 457.06(0.08) | 331.07 305.00 287.4 169.31 |
| 8 | 22.36 | (-)-Epicatechin gallate (ECG)* | C_22_H_18_O_10_ | 441.07(0.05) | 331.11 289.11 169.11 |
| 9 | 22.70 | (-)-Catechin gallate (CG)***** | C_22_H_18_O_10_ | 441.07(0.02) | 331.56 203.06 169.34 |

***** Compared with a reference standard．CFT-1：*Camellia sinensis* L. cv. CFT-1．

Table S3. Effects of CFT-1 and FYT on hematological parameters in NDEA-induced hepatocarcinogenesis rats.

| Parameter | Control | NDEA | NDEA +CFT-1 | NDEA +FYT |
| --- | --- | --- | --- | --- |
| WBC(×10^3^μL^-1^)  Lymphocytes (%)  Monocytes (%)  Granulocytes (%)  RBC(×10^3^μL^-1^)  Hmatocrit(%)  MCV(fL)  Platelets (×10^3^μL^-1^)  MCH(pg)  Hemoglobin(g/L)  MCHC(g/L) | 7.77±2.90b | 10.25±2.09a | 7.36±2.13b | 8.59±1.89b |
|  | 72.80±3.99a | 67.49±9.64c | 71.11±2.75ab | 69.43±4.72bc |
|  | 2.90±0.36c | 3.27±0.50ab | 3.03±0.49bc | 2.89±0.31c |
|  | 29.42±5.57a | 28.20±3.54ab | 29.31±9.60a | 26.20 ±2.01bc |
|  | 8.05 ±1.97a | 9.18±0.31a | 8.10±1.97a | 8.42±1.74a |
|  | 48.70±12.18a | 53.54±1.95b | 51.19±8.70a | 53.94±3.10b |
|  | 59.83±0.80b | 61.10 ±0.69a | 60.08±0.73ab | 57.94±1.13c |
|  | 849.00±247.99b | 1327.71±489.41a | 862.88±283.19b | 890.00±330.16b |
|  | 17.75±0.46a | 15.31±2.43c | 17.34±0.22a | 16.98±0.53a |
|  | 144.33±16.81b | 155.80±15.48a | 147.50±17.96ab | 153.79±10.99a |
|  | 260.74±19.42c | 291.83±8.53a | 265.00 ±40.23bc | 280.83±7.32ab |

WBC: leucocyte; RBC: erythrocyte; MCV: mean corpuscular volume; MCH: mean corpuscular hemoglobin; MCHC: mean corpuscular hemoglobin concentration. Data are represented as mean ±SD. Different lowercase letters represent statistically significant at *p*< 0.05(Duncan’s test).

Table S4. Effects of CFT-1 and FYT on relative weight of organs in NDEA-induced hepatocarcinogenesis rats.

| Parameter | | Control | NDEA | NDEA +CFT-1 | NDEA +FYT |
| --- | --- | --- | --- | --- | --- |
| Relative weight of organs (g/100g BW) | liver | 2.87±0.17d | 4.00±0.27a | 3.22±1.09bcd | 3.70±0.21ab |
|  | lungs | 0.38±0.06a | 0.34±0.04a | 0.36±0.07a | 0.35±0.03a |
|  | spleen | 0.15±0.01bc | 0.19±0.05a | 0.15±0.01bc | 0.16±0.02bc |
|  | thymus | 0.14±0.07bc | 0.20±0.06a | 0.15±0.02bc | 0.18±0.03ab |
|  | kidney | 0.53±0.03c | 0.71±0.04a | 0.63±0.04b | 0.57±0.18bc |
|  | Adipose | 0.14±0.07bc | 0.20±0.06a | 0.13±0.02c | 0.18±0.03ab |

Data are represented as mean ±SD. Different lowercase letters represent statistically significant at p< 0.05(Duncan’s test).

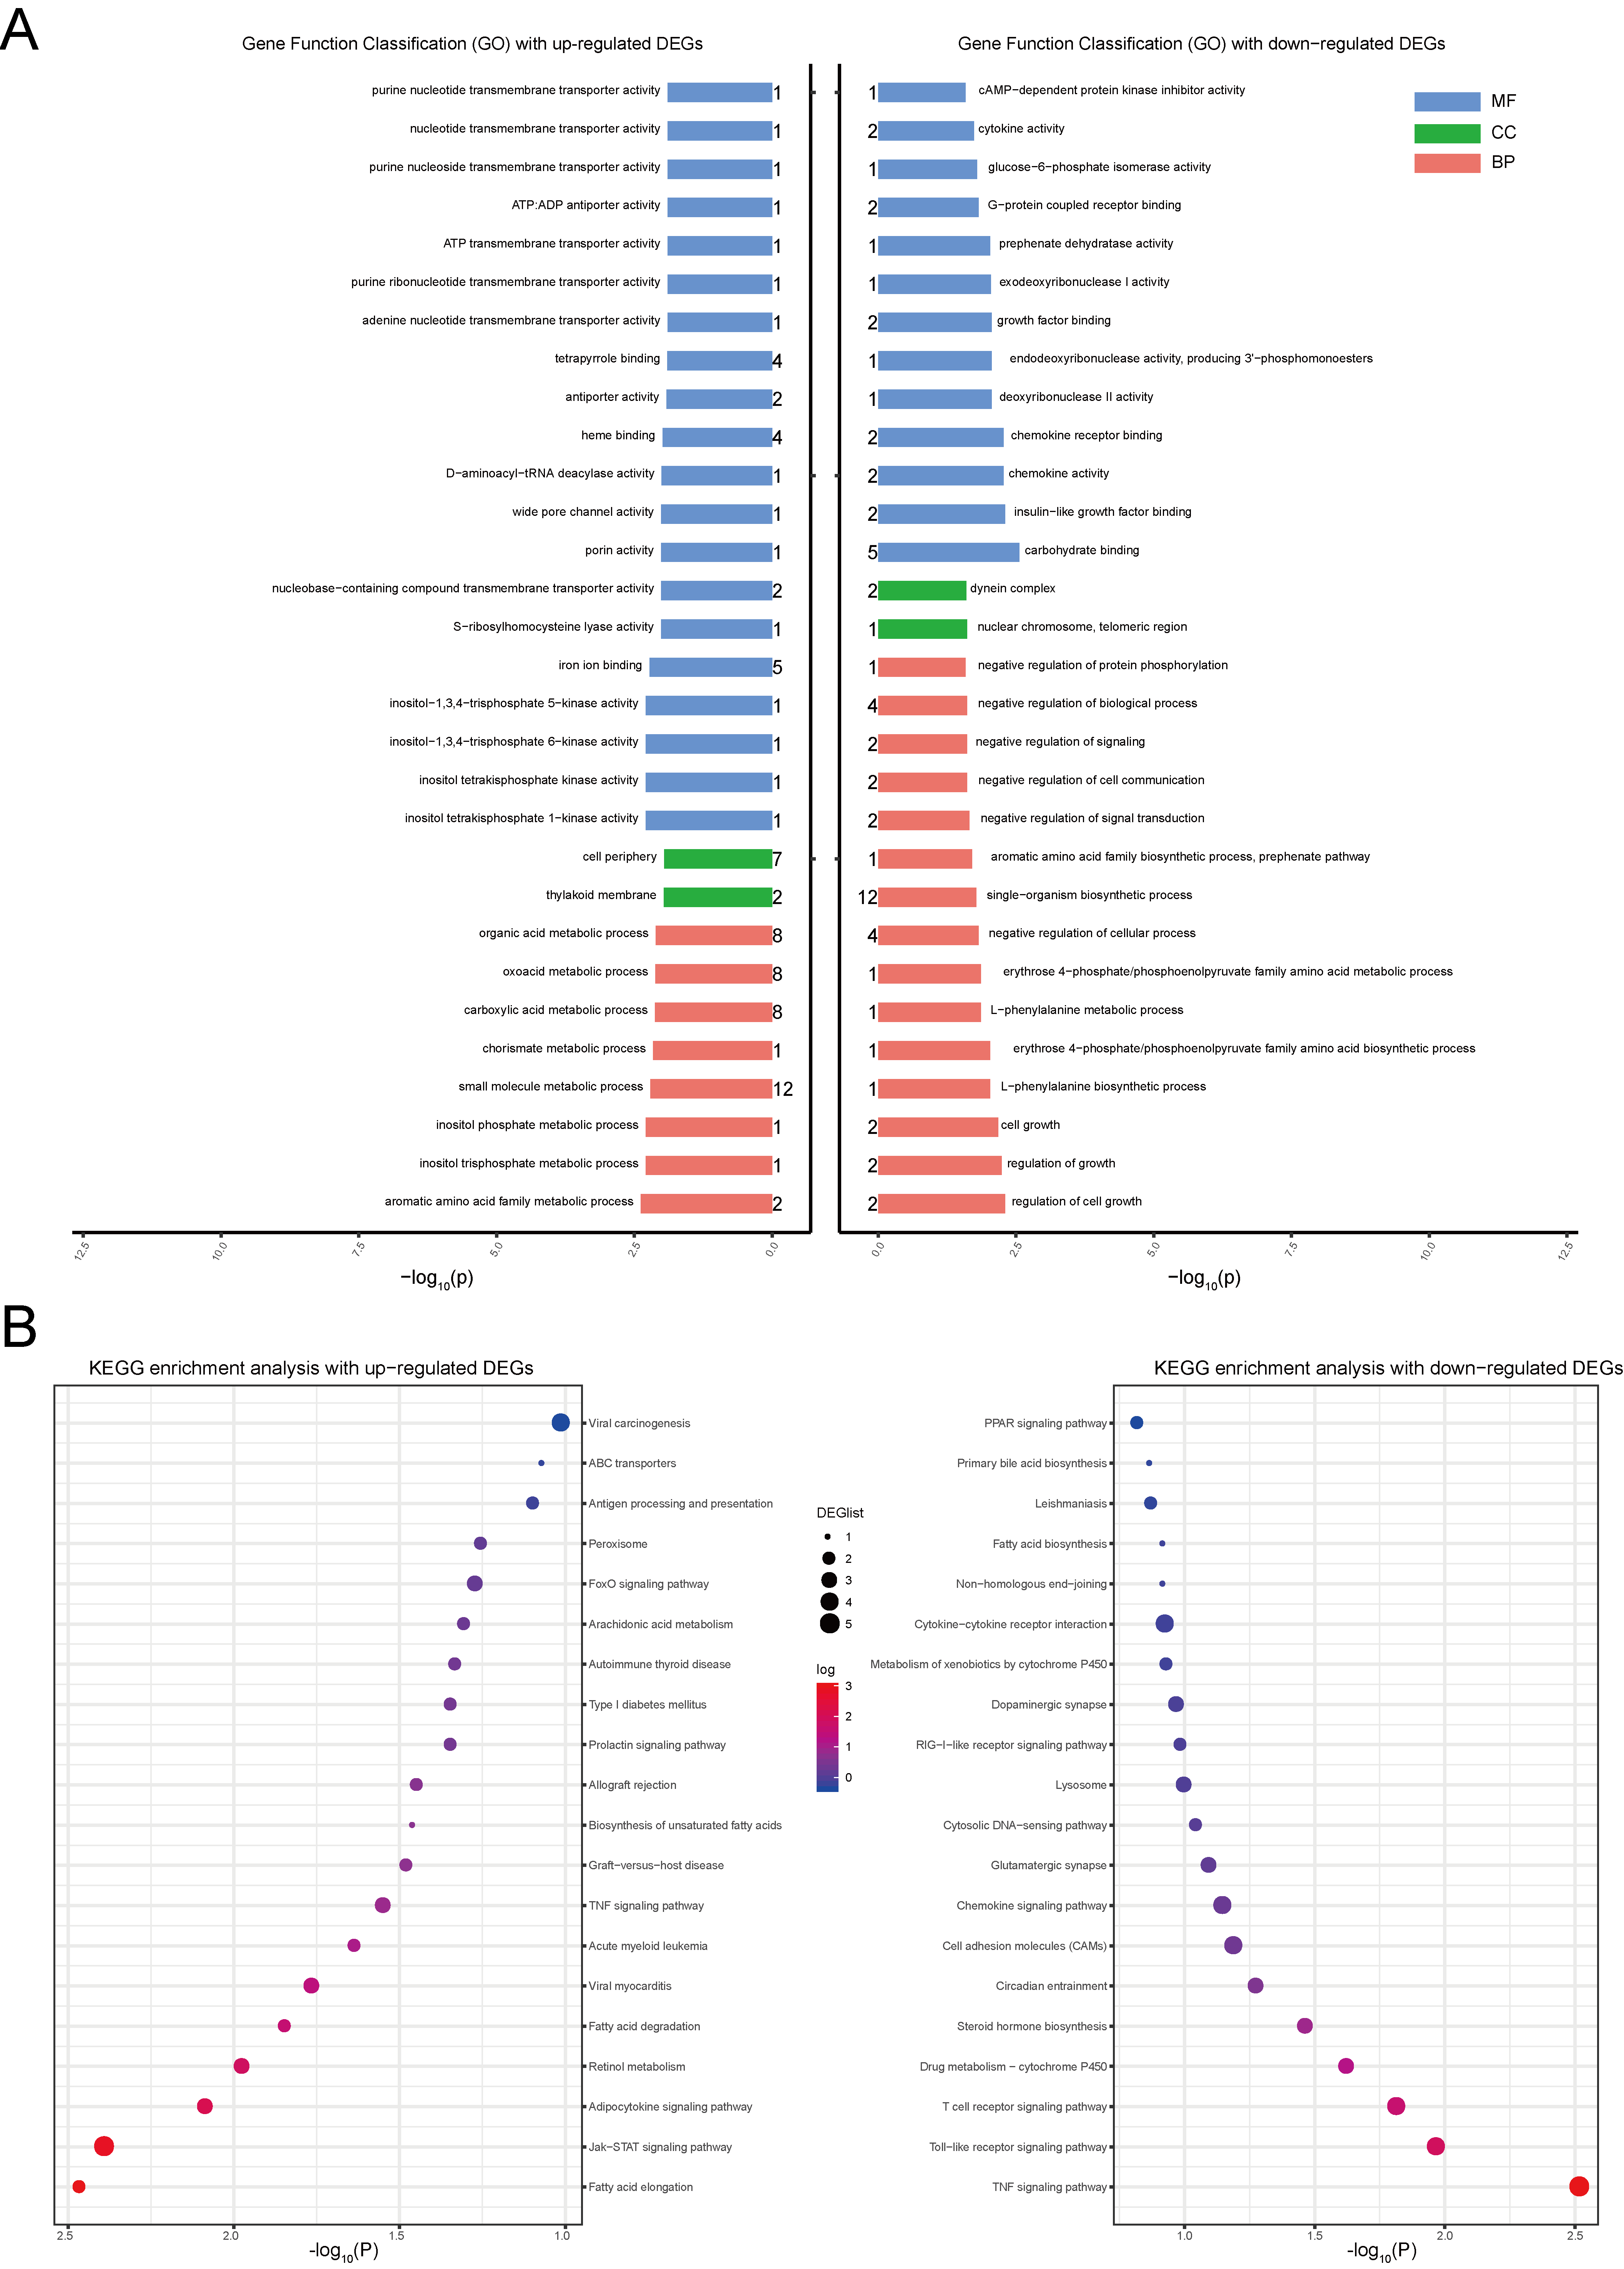

Figure S1 **Functional classification of DEGs in NDEA+FYT group.** Gene ontology terms including biological process (BP) , cellular component (CC) , and molecular function (MF), with p-value < 0.05 was regarded as over-represented categories and were presented in A. B. KEGG pathway enrichment analysis was also performed by Fisher exact test with up- and down- regulated genes in NDEA+FYT group.

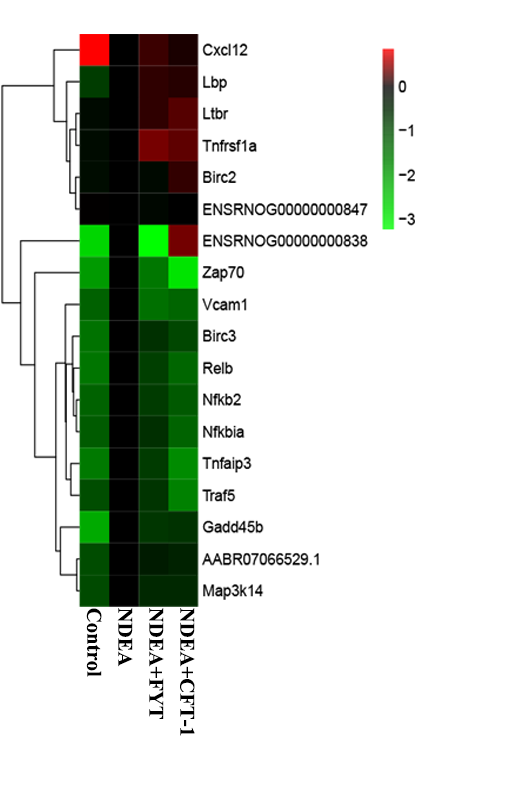

Figure S2 heatmap for log2(fd) compared to model NF-κB signaling pathway

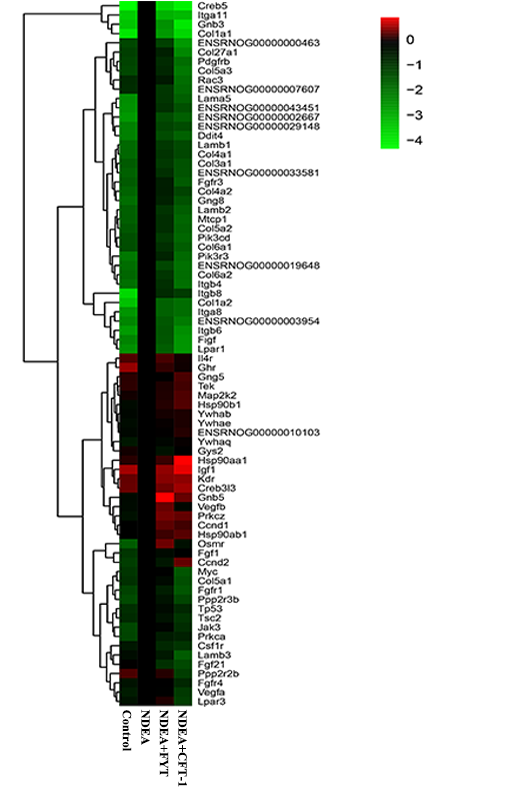

Figure S3 heatmap for log2(fd) compared to model PI3K-Akt signaling pathway ID

How the deposited data were processed for this re-analysis (not part of the article)

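RNA was sequenced from the livers of male Wistar rats in 4 groups with 3 libraries each (Control, the NDEA model group, and NDEA with either CFT-1 or FYT tea), and the groups and replicate numbers were taken from the sample labels and the methods of the paper. The authors sequenced the libraries as paired-end reads, trimmed them with Trimmomatic, mapped them with Hisat2, removed PCR duplicates, counted uniquely mapped reads on genes and deposited the result as FPKM values, 1 column per library. The paper's text does not name the genome build, the annotation or the versions of these tools. The authors identified DEGs with DEGSeq, which models read counts by a Poisson distribution, at a Benjamini-Hochberg corrected p-value under 0.05. Read counts were not used here, so a model of counts was not fitted.

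From the deposited FPKM values, log2(FPKM + 1) was computed for the 11854 genes with a mean FPKM of at least 1 over the 12 libraries, without further scaling between libraries. Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes with a trend), with all 4 groups in 1 fit because each group has only 3 libraries. P-values were adjusted by the Benjamini-Hochberg method and a gene was called at an adjusted p-value under 0.05. The comparisons were Control, NDEA+CFT-1 and NDEA+FYT with NDEA, and NDEA+CFT-1 with NDEA+FYT. Genes whose group mean FPKM + 1 differed at least 2-fold were counted without a test. The distance between groups was the Euclidean distance between group means of log2(FPKM + 1), tested by an exact permutation of the Control and NDEA labels (20 assignments, two-sided, smallest p 0.1). Shared genes and the direction of change were compared with 100 random regroupings of the 12 libraries. They were also compared with 100 simulated sets of unchanged groups against the same NDEA libraries. The unchanged groups were drawn around the mean of each gene over all 12 libraries, so a real shift of NDEA would stay in them. In the simulation each gene was drawn independently, so it understates how far such values spread when genes vary together. Plots were drawn with matplotlib 3.10.9.

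The comparisons, the tests, their thresholds and the first set of alternatives were chosen before the data were examined. These alternatives were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, quantile normalization, median-of-ratios scaling, a fit of only the groups compared, the replicate number as a block, eBayes without trend, each library left out in turn, an unadjusted p-value, a 2-fold or 1.5-fold limit, and other distances. Because 0 genes were called, the shared genes and the direction of change were taken at an unadjusted p-value under 0.05, a choice made after seeing the data. Group medians, library weights, and the alternatives for the unadjusted counts and for the IDs of Figures S2 and S3 were also added after seeing the data.

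The fit was tested on simulated data with the means and residual spread of these 11854 genes. The changed genes were drawn only from those with a higher mean, so the shares called do not cover genes with a low FPKM. Of 200 genes changed by 2 on the log2 scale, 93.5% were called with 14 false calls. Of 200 genes changed by 1, 53.5% were called with 9 false calls. These simulations draw the residual spread of each gene as normal and independent between libraries, which the deposited libraries need not follow.

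The depth in reads is unknown. The size of 1 read in FPKM was compared between libraries over genes with an FPKM under 0.2, which gave relative depths from 1 in NDEA replicate 1 to 1.66 in NDEA+CFT-1 replicate 1. A second reference library gave the same relative depths. The lower the depth, the larger the counting error of genes with a low FPKM, and the number of libraries limits the precision of every group mean.

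The deposited IDs are Ensembl rat gene IDs and IDs of another form, and neither the files nor the gene list used here pair them with symbols, so 0 IDs were given a name. The genes to be named were set by rule as the genes in the text and in Figure 7, the largest changes among called genes with a symbol, and the largest change in each direction among the genes of Figures S2 and S3. Only the last could be followed, for the 2 IDs of Figure S2 and the 9 IDs of Figure S3 that are printed as Ensembl IDs. The genes named in the text and in Figure 7, lists of marker genes of liver cell types, genes of the assayed proteins and enzymes, the pathways of Appendix S2, and GO and KEGG enrichment were not analysed here for this reason.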

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

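The number of genes called at an adjusted p-value under 0.05 was 0 in all 4 comparisons, beside 1031 (Control with NDEA), 1494 (CFT-1 with NDEA), 176 (FYT with NDEA) and 642 genes (CFT-1 with FYT) at an unadjusted p-value under 0.05. Each comparison was refitted under 21 alternatives, of which the library weights were chosen after seeing the data. For Control with NDEA, 1 gene was called with no filter on low values, and from 0 to 2 genes were called across the 12 fits that each left out one replicate, the 2 without Control replicate 2. For FYT with NDEA and for CFT-1 with FYT, these fits called from 0 to 1 gene, the 1 without NDEA+FYT replicate 3. With library weights, which gave NDEA replicate 1 a weight of 0.138 and NDEA+CFT-1 replicate 2 a weight of 0.234, 19 genes were called for CFT-1 with NDEA (5 higher, 14 lower) and 1 for CFT-1 with FYT. The IDs of these genes are not printed, since the files do not pair them with names. In the other alternatives 0 genes were called. The smallest adjusted p-value ranged over the fits from 0.00291 to 0.998 for Control, from 0.0158 to 0.673 for CFT-1, from 0.00992 to 1.00 for FYT and from 0.00795 to 1.00 for CFT-1 with FYT. The cause of the single calls was not tested. A 2-fold limit was added only to the fit that called 0 genes, so its 0 genes decide nothing. Both teas shared 0 genes in each fit, which was fixed because at least one tea had 0 calls relative to NDEA in each. The share of called genes moving the same way could not be computed at the adjusted threshold.

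The counts at an unadjusted p-value, whose further alternatives were chosen after seeing the data, moved further. The shared genes and the direction of change were also taken at this threshold after seeing the data. With no filter on low values, 1792, 2509, 658 and 1111 genes differed for Control, CFT-1 and FYT with NDEA and for CFT-1 with FYT, and 261 genes were lower with both teas. With a mean FPKM of at least 5, 532, 748, 111 and 316 genes differed and 7 were lower with both teas. These settings test more or fewer genes by construction. With only the groups compared in the fit, 431, 846 and 1328 genes differed for Control and CFT-1 with NDEA and for CFT-1 with FYT, and 29 were higher with both teas. With library weights, 837 genes differed for FYT with NDEA and 1809 for CFT-1 with FYT, 117 were lower and 328 higher with both teas, and the share of Control genes moving the same way was 86.8% with CFT-1 and 80.02% with FYT. The cause of these changes was not tested. Across the 12 fits that each left out one replicate, the counts ranged from 354 to 2307 for Control, from 1013 to 2272 for CFT-1, from 122 to 569 for FYT and from 303 to 972 for CFT-1 with FYT. The lowest was without NDEA replicate 1 for Control and the highest without NDEA replicate 2 for all 3 comparisons with NDEA. The genes lower with both teas ranged from 11 to 291 and those higher with both from 30 to 128. The shares moving the same way ranged from 89.3% to 98.96% with CFT-1 and from 79.7% to 98.7% with FYT, and the correlation of the fold changes from 0.554 to 0.786.

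Scaling between libraries changed the balance of directions. Leaving out a library also moved it, but lower genes stayed the more numerous for Control and CFT-1. For Control, 177 genes were higher and 234 lower without Control replicate 3, and 207 and 2100 without NDEA replicate 2, at an unadjusted p-value. At an unadjusted p-value, lower genes were 87.3% of the genes for Control, 86.0% for CFT-1, 27.8% for FYT and 96.7% for CFT-1 with FYT with the FPKM as deposited. With median-of-ratios scaling, 515 were higher and 449 lower for Control, 974 and 813 for CFT-1, 117 and 70 for FYT, and 333 and 391 for CFT-1 with FYT. With quantile normalization the numbers were 389 and 377, 616 and 674, 149 and 94, and 207 and 309. Quantile normalization makes the distributions of the libraries equal by construction. With median-of-ratios scaling, the median log2 fold change of the genes tested was 0.04, 0.05, 0.01 and 0.04 in the 4 comparisons, beside −0.20, −0.16, −0.03 and −0.14 with the FPKM as deposited.

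The number of genes at least 2-fold apart in group means was 582 for Control, 623 for CFT-1 and 199 for FYT. With a pseudocount of 0.1 it was 1027, 1236 and 366, with a mean FPKM of at least 5 it was 262, 287 and 111, and with a 1.5-fold limit it was 1884, 2157 and 835. With median-of-ratios scaling it was 349 for Control (88 higher, 261 lower), 314 for CFT-1 (69 higher, 245 lower) and 129 for FYT. With quantile normalization it was 326 for Control (67 higher, 259 lower) and 299 for CFT-1. With group medians in place of means, an alternative added after seeing the data, it was 314, 328 and 113, and for FYT 74 genes were higher and 39 lower. Across the 12 sets that each left out one replicate it ranged from 126 to 1064, from 243 to 1112 and from 96 to 498, lowest without NDEA replicate 1 and highest without NDEA replicate 2.

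The distance of CFT-1 to Control minus that to NDEA was negative under all 19 alternatives, from −26.2 to −6.16 across those that left out one replicate, with permutation p from 0.1 to 0.5. The p was 0.3 with quantile normalization and 0.5 without NDEA+CFT-1 replicate 2, where all 20 assignments were available, and the design cannot give a p under 0.1. For FYT the difference kept its sign under 15 of 19 alternatives. It was −0.482 with quantile normalization and −0.000437 with 1 minus Pearson's correlation as the distance. With 1 replicate left out it ranged from −7.09 without NDEA replicate 2 to 17.6 without Control replicate 2. It was −3.65 without NDEA replicate 3. The cause was not tested. With an FPKM of at least 1 in at least 1 library, 14568 IDs were detected, and with at least 0.1, 21410. Of the 2 NF-κB IDs, 1 was lower with CFT-1 than in NDEA, and 0 were with median-of-ratios scaling. From 0 to 2 were lower when 1 replicate was left out, with 0 without NDEA replicate 1 and also without NDEA+CFT-1 replicate 2. For the PI3K-Akt IDs this number ranged from 4 without NDEA replicate 1 to 8.

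The replicate numbers did not pair the libraries in any of the 4 comparisons tested with limma. Of the 18 pairs of libraries that share a number, 7 had a correlation of deviations from their group means over 0.1, with a range from −0.467 to 0.282. Between Control and NDEA+CFT-1, all 3 pairs were over 0.1 (0.217, 0.272 and 0.282). The distance between these groups, which is taken between group means, has no fit with a block, so this was not followed further. With the replicate number as a block, 0 genes were called at the adjusted threshold in each comparison, and 1117, 1568, 195 and 760 genes differed at an unadjusted p-value. The lists of named genes and of cell type markers were not run, because the IDs could not be paired with symbols. The depth is unknown in reads, which leaves the error of genes with a low FPKM unmeasured.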

Differences from the paper's values

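For Control with NDEA the paper reports 991 DEGs, 321 of them up-regulated and 670 down-regulated, while 0 genes were called here, 0 of them higher and 0 lower. For CFT-1 with NDEA the paper's numbers are 1578, 573 and 1005, and those found here were 0, 0 and 0. For FYT with NDEA the paper's numbers are 298, 158 and 140, and those found here were 0, 0 and 0. The paper reports 74 genes lower and 76 higher with both teas, and here there were 0 and 0.

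Of the alternatives set before the data were examined, only the unadjusted p-value under 0.05, the threshold in the legend of Figure 5, brought any of these numbers within 1.5 times of the paper's. It gave 1031 genes for Control beside the paper's 991, 900 lower genes beside the paper's 670, 1494 genes for CFT-1 beside the paper's 1578, 1285 lower genes beside the paper's 1005, and 127 higher genes for FYT beside the paper's 158. The other numbers stayed apart at this threshold. Higher genes numbered 131 for Control beside the paper's 321 and 209 for CFT-1 beside the paper's 573, and FYT had 176 genes in all beside the paper's 298 and 49 lower genes beside the paper's 140. The pseudocount, the filters, both scalings, the fit of only the groups compared, the replicate block, eBayes without trend and each library left out did not close any of these gaps at the adjusted threshold.

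At an unadjusted p-value, 58 genes were higher with both teas beside the paper's 76 and 27 were lower beside the paper's 74, a threshold chosen for the shared genes after seeing the values. Combinations of the unadjusted threshold with a further alternative were also run after seeing the values, 21 for each number. The following came within 1.5 times of the paper's numbers that the unadjusted threshold alone did not reach. For the 321 higher genes in Control these were no filter on low values (250), quantile normalization (389) and library weights (295). For the 573 higher genes with CFT-1 they were quantile normalization (616) and the fit without NDEA replicate 1 (407). For the 298 genes with FYT they were quantile normalization (243) and the fits without Control replicate 3 (218), NDEA replicate 1 (259), NDEA replicate 3 (346) and NDEA+CFT-1 replicate 2 (221). For the 140 lower genes with FYT they were quantile normalization (94), library weights (196) and the fit without NDEA replicate 3 (111). For the 74 genes lower with both teas it was the fit without NDEA replicate 3 (83).

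The paper states that 34194 genes changed their expression in at least one sample. This is the number of IDs deposited, of which 9476 were listed at 0 in all 12 libraries. The paper's DEGs for Control and for CFT-1 hold more lower than higher genes. At an unadjusted p-value this was also found with the FPKM as deposited, but with median-of-ratios scaling higher genes were the more numerous, 515 beside 449 for Control and 974 beside 813 for CFT-1. With quantile normalization, 389 were higher and 377 lower for Control, and 616 higher and 674 lower for CFT-1. The genes at least 2-fold apart in group means were mostly lower with median-of-ratios scaling as well, 261 beside 88 higher for Control and 245 beside 69 higher for CFT-1.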

Other observations

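Leaving out each library and median-of-ratios scaling were among the alternatives set before the data were examined. Their use here to test explanations was chosen after the result was seen. So were the other splits for the 2-fold genes and the comparison of the correlations of NDEA replicate 1 with the other libraries. The counts over regroupings and over genes with more reads were written down before they were computed.

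NDEA replicate 1 lay apart from the other 11 libraries. Its Pearson's r across genes with them was at most 0.934, while the median r among the others was 0.973. With the FPKM as deposited, 1687 genes were at least 2-fold above and 342 at least 2-fold below the median of the other libraries. After median-of-ratios scaling, with a factor of 1.40 for this library, 813 were higher and 856 lower. This scaling centres the library on the others, so the balance does not show what caused the excess of higher genes, and that stays open. A single scale factor does not account for the number of genes that were apart, which was 1669 after scaling and from 127 to 882 in the other libraries. NDEA replicate 1 was also the shallowest library. A lack of reads argues for a difference among genes with few reads, but of the 4802 genes with a mean FPKM of at least 10, 772 were still 2-fold apart after scaling (154 higher, 618 lower), beside from 42 to 361 in the other libraries. NDEA+FYT replicate 2, the next in depth at 1.14, had 42. A label swapped within the series does not account for the pattern either, because this library correlated less with the libraries of every group than the lowest r among the others, 0.937, whatever its label. A difference between rats of the NDEA group in tumor load, or in the part of the liver taken, stays open and was not tested.

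The group means against NDEA rested largely on this library. Without it, the genes at least 2-fold lower than in NDEA numbered 84 in place of 530 for Control, 187 in place of 594 for CFT-1 and 29 in place of 161 for FYT. Without any 1 of the other libraries, these numbers were at least 426, 590 and 161. All 2 NF-κB and all 9 PI3K-Akt IDs readable in Figures S2 and S3 had their highest FPKM of the 12 libraries in NDEA replicate 1. A hypothesis is that part of the lower expression relative to NDEA in these figures may reflect 1 library, since the number of PI3K-Akt IDs with a lower mean FPKM with CFT-1 went from 8 to 4 without it. Of the 187 genes lower with CFT-1 without this library, 136 were among the 594. Of the 10 splits of the 5 libraries that remain, 1, the real one, gave as many lower genes for CFT-1, 3 did for Control and 8 for FYT. The real split alone is 10% of the splits, so whether the difference with CFT-1 goes beyond this library stays open.

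NDEA+CFT-1 replicate 2 was the second library apart, with a score of 56.2 on the second principal component and 882 genes 2-fold off the median of the others after scaling. Without it, 1013 genes differed between CFT-1 and NDEA at an unadjusted p-value and 303 between CFT-1 and FYT. No explanation was tested for this library.

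The number of genes was also counted for other splits of the 6 libraries of each comparison. At the adjusted threshold the groups gave 0 genes, which all 10 of the 10 splits reach in each of the 4 comparisons whatever the data, so this count decides nothing. At an unadjusted p-value, 5 of 10 splits gave as many genes as Control with NDEA, 2 of 10 as CFT-1 with NDEA, 9 of 10 as FYT with NDEA and 1 of 10, the real one, as CFT-1 with FYT. Without NDEA replicate 1, 3 of the 10 splits of the 5 libraries gave as many genes as CFT-1 with NDEA, 1034. With 3 libraries against 3 the real split alone makes up 10%, so these counts cannot show a share under 5%.

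Genes that differed between Control and NDEA moved the same way with both teas. The shares, 96.5% with CFT-1 and 94.8% with FYT, were reached by 21 and 30 of 100 regroupings of the 12 libraries. The correlation of the fold changes of the teas was reached by 15, the number of genes lower with both teas by 44 and the number higher with both by 20. On this test the shared NDEA libraries alone may give such values. The simulated unchanged groups gave a narrower range, and 0 of 100 draws reached the observed shares, the correlation or the 58 shared higher genes, while all 100 gave more than the 27 shared lower genes. These draws treat genes as independent, which the regroupings of real libraries do not. The draws also keep any real shift of NDEA from the other groups. Whether the teas moved these genes toward Control beyond the shared libraries therefore stays open.

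CFT-1 had more changed genes relative to NDEA than FYT had. Of the 20 assignments of the 6 tea libraries, 2 gave a difference as large in the number of 2-fold genes and 2 in the number at an unadjusted p-value, the real assignment and its mirror. The real assignment thus gave the largest difference of those possible, with and without NDEA replicate 1, but 3 libraries against 3 cannot go below p = 0.1 in this exact permutation test. An effect of the tea and a chance assignment of the libraries cannot be told apart on these numbers.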
